# DNA methylation patterns expose variations in enhancer-chromatin modifications during embryonic stem cell differentiation

**DOI:** 10.1371/journal.pgen.1009498

**Published:** 2021-04-12

**Authors:** Adi Alajem, Hava Roth, Sofia Ratgauzer, Danny Bavli, Alex Motzik, Shlomtzion Lahav, Itay Peled, Oren Ram

## Abstract

In mammals, cellular identity is defined through strict regulation of chromatin modifications and DNA methylation that control gene expression. Methylation of cytosines at CpG sites in the genome is mainly associated with suppression; however, the reason for enhancer-specific methylation is not fully understood. We used sequential ChIP-bisulfite-sequencing for H3K4me1 and H3K27ac histone marks. By collecting data from the same genomic region, we identified enhancers differentially methylated between these two marks. We observed a global gain of CpG methylation primarily in H3K4me1-marked nucleosomes during mouse embryonic stem cell differentiation. This gain occurred largely in enhancer regions that regulate genes critical for differentiation. The higher levels of DNA methylation in H3K4me1- versus H3K27ac-marked enhancers, despite it being the same genomic region, indicates cellular heterogeneity of enhancer states. Analysis of single-cell RNA-seq profiles demonstrated that this heterogeneity correlates with gene expression during differentiation. Furthermore, heterogeneity of enhancer methylation correlates with transcription start site methylation. Our results provide insights into enhancer-based functional variation in complex biological systems.

## Author summary

Cellular dynamics are underlined by numerous regulatory layers. The regulatory mechanism of interest in this work are enhancers. Enhancers are regulatory regions responsible, mainly, for increasing the possibility of transcription of a certain gene. Enhancers are marked by two distinct chemical groups-H3K4me1 and H3K27ac on the tail of histones. Histones are the proteins responsible for DNA packaging into condensed chromatin structure. In contrast, DNA methylation is a chemical modification often found on enhancers, and is traditionally associated with repression. A long-debated question revolves around the functional relevance of DNA methylation in the context of enhancers. Here, we combined the two regulatory layers, histone marks and DNA methylation, to a single measurement that can highlight DNA methylation separately on each histone mark but at the same genomic region. When isolated with H3K4me1, enhancers showed higher levels of methylation compared to H3K27ac. As we measured the same genomic locations, we show that differences of DNA methylation between these marks can only be explained by cellular heterogeneity. We also demonstrated that these enhancers tend to play roles in stem cell differentiation and expression levels of the genes they control correlate with cell-to-cell variation.

## Introduction

Chromatin plasticity allows variation in transcriptional programs in cells with identical genetic codes. Cellular differentiation is regulated in part through modifications that decorate histone tails. Different modifications are associated with distinct genomic features such as active and repressive regions, distal elements, and promoters.

The histone marks regulate access of transcription factors to the genome, and hundreds of chromatin regulators read, write, and erase these marks. H3K4me1 and H3K27ac are the main modifications of interest in this paper. H3K4me1 is situated on distal enhancer elements, whether they are poised or active. H3K27ac predominantly marks active promoters and enhancers. When present together, the two modifications label active enhancers [1,2].

Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) allows the profiling of different chromatin states using specific antibodies [3]. To produce high-quality ChIP-seq maps large numbers of cells are required, and the output map represents an average signal over the bulk population masking cellular heterogeneity. Recently, we and others have developed single-cell ChIP-seq methods [4–6]; however, antibody efficacy and barcoding limitations in most cases prohibit in-depth single-cell analyses [4,6,7]. Imaging of single nucleosomes is possible [8], but there is currently no robust method that combines single nucleosome imaging with sequence analysis. Therefore, the ability to directly link between chromatin and DNA methylation states is limited.

Methylation of cytosines (C) at the 5th position to form 5-methylcytosine (5mC) in the context of CpG dinucleotides controls lineage-specific expression of developmental genes [9], genomic imprinting [10], X chromosome inactivation [11], and retrotransposon silencing [12]. The 5mC modification is deposited and maintained by DNA methyltransferases (DNMTs) DNMT1, DNMT3A, and DNMT3B, and an instrumental part in 5mC removal are the dioxygenases Tet1, Tet2, and Tet3 [13,14]. Loss of any component of this regulatory system results in global changes in DNA methylation. Although embryonic stem cells (ESCs) retain their ability to self-renew after the loss of any of the proteins of the methylation machinery [15], loss of any one protein does impair the ability of ESCs to properly differentiate in culture [16–18], and loss of all three Tet proteins causes embryonic lethality [19–21].

Mapping cytosine methylation levels on a genome-wide scale is usually done by bisulfite sequencing (BS-seq). Bisulfite treatment of DNA converts unmethylated cytosines to uracils, which are mapped to a reference genome to distinguish 5mCs from Cs at a single-nucleotide resolution [22]. It is important to note that bisulfite conversion cannot detect 5hmC from 5mc. However, 5hmc levels are extremely low (<0.05%) in ESCs [19] and therefore negligible in our analyses.

Most of the CpGs in the genome are located outside regulatory regions. Active promoters are mostly unmethylated regions (UMRs), with methylation levels lower than 20%, whereas *cis*-regulatory sequences such as enhancers show methylation levels ranging from 20% to 80% and are referred to as low-methylated regions (LMRs) [23]. Characterization of methylation levels is mostly evaluated by analysis of bulk populations. This poses the possibility that LMRs reflect heterogeneity of methylation in enhancer regions. The development of Single cell DNA methylation profiling [24–26] could answer the question, however, these technologies suffer from low sensitivity and false negative measurements [27]. Particularly, regions with few CpG dinucleotides such as enhancers are not detected [28]. Therefore, this hypothesis is difficult to test. On top of that, the relationship between histone modifications and DNA methylation is unclear, leaving the role of DNA methylation in specific chromatin contexts an open question.

To better read this complex code, it is critical to approach the subject with high resolution and take cellular heterogeneity into account. Here we used sequential ChIP-bisulfite-sequencing (ChIP-BS-seq) to directly measure CpG methylation under a specific chromatin modification. We analyzed pluripotent ESCs and differentiated cells with H3K4me1 and H3K27ac antibodies to detect chromatin regions associated with enhancers. Transcribed genes were identified using H3K36me3 antibodies, and poised promoters and enhancers were detected using previously published H3K27me3 data [29]. We found that enhancers gain methylation during differentiation. Distinctively, DNA methylation accumulates to a greater extent within H3K4me1-marked nucleosomal DNA than within H3K27ac-marked nucleosomal DNA. Surprisingly, when the same enhancer is immunoprecipitated with H3K4me1, DNA methylation levels are higher than when it is immunoprecipitated with H3K27ac, despite it being the same genomic region. We call these differentially methylated enhancers (DMEs). **These DMEs reflect cellular heterogeneity of enhancer states, and, as shown using single-cell RNA-seq, this heterogeneity is reflected at the mRNA level during ESC differentiation**. The DME heterogeneity also correlates with transcription start site (TSS) methylation, providing a possible explanation for changes in TSS methylation states during differentiation. The method described in this paper directly links between chromatin states and DNA methylation levels. Sequential ChIP bisulfite followed by high throughput sequencing complements single cell methods by overcoming sensitivity limitations, particularly highlighting heterogeneous enhancer states.

## Results

### Direct measurement of DNA methylation in enhancers

To study enhancers in the context of DNA methylation, we cultured mouse ESCs for 2 days in medium lacking inhibitors of MEK and GSK3 (‘2i’), previously shown to down-regulate global DNA methylation without compromising pluripotency [30]. In order to compare pluripotent enhancers to enhancers of a differentiated state, mouse ESCs were differentiated using 4-day treatment with retinoic acid [31]. This differentiation protocol promotes a broad spectrum of cellular differentiation states, producing epiblast stem cell-like (EpiSC) states and extra embryonic endoderm (XEN) cells [32] (S1 Fig). Analysis of ESCs and differentiated cells was performed using ChIP-BS sequencing. 

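ChIP-BS-seq pulls down nucleosomal DNA with an antibody against a histone mark and then treats it with bisulfite, which changes unmethylated cytosines and leaves 5mC, so that 5mC is read in the DNA bound by that mark. The cells were R1, a male mouse ESC line, after 2 days without 2i, and the same line after 4 days with 1 µM retinoic acid (the differentiated cells). For each of these 2 cell states, 1 file of counts for H3K4me1 and 1 for H3K27ac were analysed, and the counts of 1 file are called a library. The paper repeated each experiment, and whether such a file holds 1 repeat or several pooled ones was not established, so no spread between repeats can be given. The input and H3K36me3 samples were not analysed here. The authors aligned the reads with Bismark and Bowtie, removed reads with mixed CpG states, and deposited the raw counts of methylated and unmethylated CpGs in 200-bp bins, with 1 list of HOMER peaks per mark and cell state. The methods state that CpGs were counted for each mark, time point and replicate. The H3K4me1 library held 58803653 CpG counts in ESCs and 47177841 in differentiated cells, and the H3K27ac library held 32588942 and 32305709. At least 30 CpG counts were reached in 578342 bins of the H3K4me1 library of ESCs and 405939 of that of differentiated cells, but in 156568 and 154229 bins of the H3K27ac libraries, so comparisons between the marks are limited by the depth of H3K27ac. Percentages of 5mC are methylated over all CpG counts. Their 95% intervals are exact (Clopper-Pearson) and cover counting error only, since CpGs of one read and PCR copies are not independent. A bin was assigned to a peak when they overlapped by at least 1 bp. The genome build of the files is not stated, and no annotation was used, so the paper's filter on bins within 10 kb of a TSS was not applied to any value.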

Genome-wide sequencing of DNA treated by bisulfite is a standard approach for mapping 5mC in an unbiased manner. However, as many cells are pooled together prior to BS-seq, the resultant maps average 5mC levels, blind to differences between cells and to variation of chromatin states in a given genomic location. 

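DNA bound by either mark was less methylated inside the peaks of that mark than elsewhere in the same library. In ESCs, 83.0% of the CpG counts of the H3K4me1 library fell in its 145840 peaks, where 34.9% of counts were methylated, against 56.9% outside them. The H3K27ac library of ESCs had 63.8% of its counts in 100469 peaks, with 19.1% 5mC inside and 57.5% outside. In cells treated with retinoic acid, 78.1% of H3K4me1 counts lay in 158989 peaks, with 52.8% 5mC inside and 61.9% outside. For H3K27ac in those cells, 67.5% of counts lay in 102600 peaks, with 29.3% 5mC inside and 58.1% outside. Outside peaks, where a library holds mostly DNA without the mark, the 4 libraries thus ranged from 56.9 to 61.9% 5mC.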

In order to overcome this limitation, we profiled 5mc levels at enhancers after precipitating the DNA with anti-H3K4me1 and anti-H3K27ac antibodies [33] (Fig 1A).

**Fig 1:**
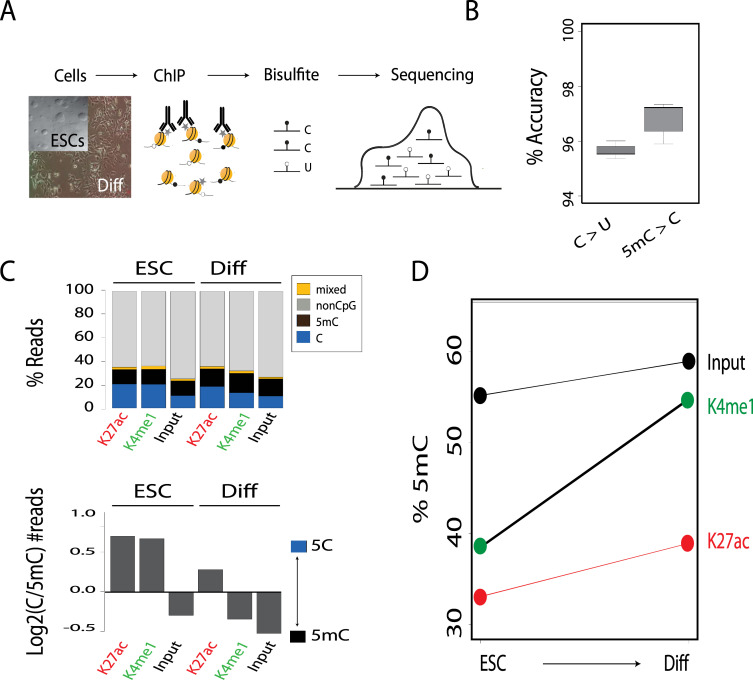
DNA methylation increases during differentiation. **(A)** Schematic representation of the ChIP-BS-seq-based analysis of mouse ESCs and differentiated cells (Diff). **(B)** Quality of BS-seq was analyzed by spiking in oligonucleotides with 5mC and 5C. Plotted is accuracy (%) for each nucleotide. **(C)** Upper panel: Bar plot of percentages of C, 5mC, mixed (in which adjacent CpGs had different methylation states), and non-CpG reads for ChIP experiments and input for ESCs and differentiated cells. Lower panel: Log2 fold change between C and 5mC reads for each condition. **(D)** Percentage of 5mC in ChIP experiments and input in ESCs and differentiated cells.

To control for bisulfite efficacy, PCR and sequencing errors, we repeated each experiment twice and each sample was spiked with a synthetic oligonucleotide containing both methylated and unmethylated cytosines. Measurements of the spiked-in oligonucleotide showed an accuracy of more than 95% for both unmethylated and methylated cytosines (Fig 1B). ChIP-BS-seq maps showed that enhancer regions are largely depleted of CpG dinucleotides [34]. Nevertheless, it is possible for two or more CpG dinucleotides to be present on the same read. Be it the case and DNA methylation is detected, we expect all CpGs on the same read to be methylated due to non-specificity of DNMTs in such small a scale. Should only one be methylated, we removed the read from further analysis (4% of the reads). We considered it a result of bisulfite inefficiency/PCR/sequencing error (Fig 1C, top, mixed).

As we wanted to compare our findings to results achieved using bulk ChIP-BS, we added a whole cell genomic DNA extract from both ESCs and differentiated samples (marked as input) to each experiment. Genomic regions positive for H3K4me1 or H3K27ac in ESCs showed lower 5mC levels than the same regions in the input sample (Fig 1C, bottom). This observation aligns with the hypothesis of heterogeneity in chromatin states at a given loci. Both H3K4me1 and H3K27ac mark active chromatin regions, whereas the input sample is an unbiased genome-wide measurement that includes active, repressed and unmarked regions.

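Over all bins, 38.6% of the CpG counts of the H3K4me1 library were methylated in ESCs and 54.8% after retinoic acid, a rise of 16.2 percentage points. In the H3K27ac libraries 5mC was 33.0% in ESCs and 38.7% after retinoic acid, a rise of 5.71 points. Counting error is small beside these changes, with intervals reaching at most 0.0168 points to either side of a percentage, but with 1 set of counts per mark and cell state the spread between the paper's repeats is not part of them. The H3K27ac rise moved most when only bins inside the library's own peaks were counted, to 10.3 points, and the H3K4me1 rise moved most when only bins with at least 30 CpG counts were kept, to 19.1 points.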

Methylation levels in differentiated cells were higher in all three chromatin contexts (H3K4me1, H3K27ac, and the input sample) than in ESCs. Moreover, in H3K4me1 samples, both differentiated cells and ESCs showed higher levels of 5mc per read (each read was counted as either methylated or unmethylated) than in H3K27ac (Fig 1C, bottom). Similar trends were observed for single 5mC percentages (Fig 1D). This suggests that during differentiation H3K4me1 is more 5mC permissive than H3K27ac.

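Counted per CpG, the H3K4me1 library lay 5.64 percentage points above the H3K27ac library in ESCs and 16.2 points above it in differentiated cells. The size of this difference depended on which bins were counted. With only bins of at least 30 CpG counts it was 22.9 points in ESCs and 35.1 points in differentiated cells, because the deeply covered bins of H3K27ac were nearly unmethylated (5.92 and 12.8% 5mC) while those of H3K4me1 were not (28.8 and 47.9%). The covered bins are not the same ones in the 2 libraries, so this difference also reflects different loci. In bins within peaks of both marks and with at least 30 counts in both, the mean 5mC per bin was closer. It was 14.7% in H3K4me1 and 13.6% in H3K27ac in ESCs, and 35.8 and 31.9% in differentiated cells. The H3K4me1 library was the more methylated one in both cell states under each choice of bins.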

### LMRs reflect variation in chromatin states of enhancers

To maximize our ability to profile CpG methylation of precipitated regions, we segmented the mouse genome into 200-bp bins, the length of the nucleosomal DNA unit. We analyzed bins that included reads covering at least 30 unique CpGs counts (S1 and S2 Tables), which were located at least 10 kb away from TSSs. 

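Of the 200-bp bins that overlapped a peak of H3K4me1 in either cell state, 204686 had at least 30 CpG counts in both H3K4me1 libraries. For H3K27ac, 81132 bins met the same criteria. Requiring the bin to lie wholly inside a peak left 203883 and 81024 bins.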

To compare changes in methylation states upon differentiation, we extracted 111,377 H3K4me1 and 16,019 H3K27ac genomic bins overlapping with enhancer peaks as analyzed by the HOMER peak algorithm [35]. 

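Within H3K4me1 peaks, 5mC was higher after retinoic acid in 86.2% of these bins and lower in 12.4%. Within H3K27ac peaks it was higher in 60.4% and lower in 25.0%. Fisher's exact test on the counts of each bin, with Benjamini-Hochberg adjustment over the bins of a mark, gave an adjusted p under 0.05 with higher 5mC after retinoic acid for 97772 H3K4me1 bins and with lower 5mC for 3767. In H3K27ac the numbers were 11208 and 864. Each of these tests compares 1 library with 1 other library, not the cell states.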

Notably, at distal enhancer regions an increase in 5mC levels upon differentiation was observed for both H3K27ac and H3K4me1. This rise was much more profound for H3K4me1 than for H3K27ac (Fig 2A and 2B, student’s t. test p<e^-10^).

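The median 5mC of the H3K4me1 bins went from 19.6% in ESCs (quartiles 6.00 and 38.8%) to 44.4% in differentiated cells (21.2 and 63.9%), with a median change per bin of 17.4 points. The H3K27ac bins had a median of 0.746% in ESCs (quartiles 0 and 2.78%) and 1.47% in differentiated cells (0 and 8.54%), with a median change of 0.719 points. Bins near TSSs stayed in both sets, so the values are not those of distal enhancers alone. The paper reports that regions of H3K27ac around TSSs are depleted of 5mC. A rise of more than 20 points was seen in 44.8% of the H3K4me1 bins and 11.5% of the H3K27ac bins. Over bins with at least 30 CpG counts in all 4 libraries, a choice made after the values were seen, the median changes were 10.8 points for H3K4me1 and 6.67 points for H3K27ac. No test was run across bins, which are not replicates of a cell state.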

**Fig 2:**
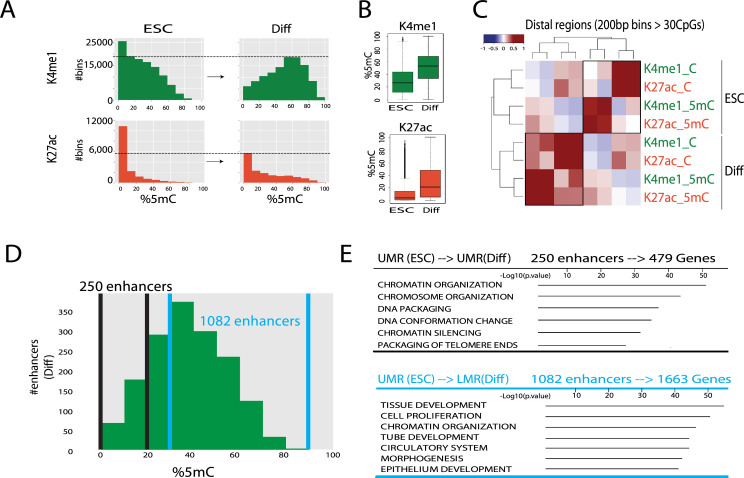
Enhancer-specific DNA methylation occurs during differentiation. **(A)** Histograms of number of bins with indicated 5mC percentages for H3K4me1 and H3K27ac in ESCs and differentiated cells (Diff) over distal enhancers; percentages were calculated in 200-bp genomic segments. **(B)** Boxplots of 5mC percentages in H3K4me1-bound regions (n = 111,377) and H3K27ac-bound regions (n = 16,019) in ESCs and differentiated cells. Thick lines indicate the medians. The boxes range from 25%-75%, and the whiskers extend to ±1.5 of the interquartile range. **(C)** Spearman rank correlations between H3K4me1 and H3K27ac ChIP-seq maps of distal enhancers for ESCs and differentiated cells, separating signals of C vs. 5mC levels (#reads) within 200-bp genomic bins. **(D)** Histogram of 5mC% in regions bound by H3K4me1 in differentiated cells that were UMRs in ESCs; percentages were calculated in 200-bp bins. **(E)** MsigDB Gene Ontology terms [67] of genes regulated by enhancers that remained in the UMR state after differentiation (upper table) and of enhancers that were UMRs in ESCs and became LMRs in differentiated cells (lower table). Only top enriched GO categories were shown. Complete gene list can be found in S3 Table.

Enhancer regions precipitated with H3K4me1 or with H3K27ac have lower levels of CpG methylation than the same genomic locations evaluated by input BS-seq (S2 Fig). This was expected as input samples include a mixture of nucleosomal states (active, primed, poised, and silenced). In contrast, the 5mC signal within transcribed genes, evaluated by ChIP-BS-seq using H3K36me3, was higher than the detected 5mC signal in the input BS-seq samples [36] (S2 Fig). This aligns with previous reports showing association of CpG methylation with transcribed regions [37].

To further explore enhancer-specific methylation during differentiation, we divided each of the four ChIP-BS-seq maps obtained (H3K4me1 and H3K27ac, from ESC and differentiated cells) into two groups: unmethylated (C) and methylated (5mC). To compare between DNA methylation levels in each chromatin context and cell line, we performed a Pearson correlation test between all eight groups. 

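Counts of unmethylated (C) and methylated (5mC) CpGs were compared over the 28087 bins with more than 30 CpG counts in each of the 4 libraries, for the 6 pairs of count types in each cell state. The coefficients are across bins within these libraries, and bins are not independent replicates. In ESCs, Spearman's coefficient was 0.0196 between H3K4me1_C and H3K27ac_C and 0.710 between H3K4me1_5mC and H3K27ac_5mC. The set of bins decided the first of these values. Over the 808501 bins with more than 30 CpG counts in at least 1 library it was 0.509, and the second was 0.538.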

In ESCs, a strong correlation was found between H3K4me1_C and H3K27ac_C, as well as between H3K4me1_5mC and H3K27ac_5mC. However, weak to no correlation was found between methylated and unmethylated reads regardless of modification (Fig 2C). This result emphasizes that in ESCs, enhancer central peaks are largely unmethylated, hence the strong correlation. 

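Between unmethylated and methylated counts of one mark in ESCs, the coefficient over the 28087 bins was 0.325 for H3K4me1 and -0.241 for H3K27ac. Across the marks it was 0.148 between H3K4me1_C and H3K27ac_5mC and -0.458 between H3K4me1_5mC and H3K27ac_C. Over the bins with more than 30 CpG counts in at least 1 library, the value for H3K27ac changed sign, to 0.0687.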

The CpG methylated reads come from enhancer flanking regions which are different between the two marks. In differentiated cells, a higher correlation was observed between unmethylated and methylated states (Fig 2C). This suggests that upon differentiation, CpG methylation moves into enhancer central regions. This aligns with our hypothesis that upon differentiation the same enhancers can be found in two states, active (unmethylated) and repressed (methylated) as indicated by LMR states. 

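In differentiated cells, the coefficient over the 28087 bins was 0.445 between H3K4me1_C and H3K27ac_C, against 0.0196 in ESCs. Between H3K4me1_5mC and H3K27ac_5mC it was 0.848, against 0.710 in ESCs. Between H3K4me1_C and H3K4me1_5mC it was -0.0579, and between H3K27ac_C and H3K27ac_5mC it was -0.385. Across the marks it was -0.149 between H3K4me1_C and H3K27ac_5mC and -0.568 between H3K4me1_5mC and H3K27ac_C. The sign between unmethylated and methylated counts depended on the bins. Over bins with more than 30 CpG counts in at least 1 of the 4 libraries, H3K4me1_C with H3K4me1_5mC gave 0.448 in differentiated cells and 0.224 in ESCs. The other pairs of unmethylated with methylated counts in differentiated cells also became positive there. The coefficient was 0.249 between H3K27ac_C and H3K27ac_5mC, 0.207 between H3K4me1_C and H3K27ac_5mC and 0.0850 between H3K4me1_5mC and H3K27ac_C.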

For a given enhancer, a subset of cells can be in an unmethylated and active state (H3K4me1 and H3K27ac) while in another subset of cells the same enhancer can be methylated, probably in the process of inactivation (H3K4me1 only).

Enhancers are associated with LMRs as previous genome-wide bisulfite profiling indicates [23]. However, the functional relevance of this intermediate methylation state is not known. The length of LMRs ranges between 400bp to 2 kb (S3 Fig). Data from our enhancer-specific ChIP coupled to bisulfite sequencing suggests that regions of apparently low methylation reflect mixing of subpopulations. In our Sequential-BS-seq, some enhancers were identified as LMRs (>20% 5mC). Despite that, a substantial number of enhancers were unmethylated. In ESCs, approximately 45% of enhancers contained a UMR. 

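A UMR was taken here as a bin under 20% 5mC with at least 30 CpG counts, and 47683 of the 95813 H3K4me1 peaks of ESCs that had such a covered bin contained a UMR (49.8%, exact interval 49.4 to 50.1%). A minimum of 60 CpG counts moved the share most among the coverage minimums, to 59.6%. Counted over all 145840 peaks, covered or not, a denominator chosen after the values were seen, the share was 32.7%.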

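After retinoic acid, 29558 of the 88440 H3K4me1 peaks with a covered bin contained a bin under 20% 5mC (33.4%, exact interval 33.1 to 33.7%). With UMRs set at under 10% 5mC the share was 22.4%, against 36.3% in ESCs.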

Upon differentiation, only about 15% of enhancers had UMRs, supporting our hypothesis of mixed enhancer states. 

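Among bins covered at least 30 times in both marks, the ones under 20% 5mC in H3K4me1 and those under 20% in H3K27ac were compared. In ESCs, 62958 bins were under 20% in both marks out of 71856 that were so in at least 1 mark (87.6%, exact interval 87.4 to 87.9%). In differentiated cells it was 32636 of 41959 bins (77.8%, 77.4 to 78.2%). Of the H3K27ac UMR bins, 8.49% had at least 20% 5mC in H3K4me1 in ESCs and 19.8% in differentiated cells.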

We also found that overlap between H3K4me1 and H3K27ac UMRs is more common in ESCs than in differentiated cells. Interestingly, enhancers that reduced their methylation levels from LMR to UMR during differentiation showed increased levels of H3K4me1 and H3K27ac signals, suggesting enhancer activation. 

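H3K4me1 enhancers of ESCs were assigned to UMR (under 20% 5mC) or LMR (over 20%) by the pooled 5mC, in the H3K4me1 library of each cell state, of the bins covered in both, and their signal is the log2 ratio, between the libraries of the 2 cell states, of the CpG counts of all bins of the peak, scaled to library totals, for enhancers with counts in all 4 libraries. The 577 enhancers that went from LMR to UMR had a median 5mC of 31.5% in ESCs and 14.7% after differentiation. Their median log2 ratio was 1.19 for H3K4me1 and 1.71 for H3K27ac (quartiles 0.43 and 3.09), and 85.1 and 81.5% of them rose. Over all 47680 enhancers with covered bins the medians were -0.05 and 0.07.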

On the contrary, enhancers that remained in the LMR state showed increased levels of DNA methylation and reduced levels of H3K4me1 and H3K27ac peak signals. This suggests that these enhancers were not activated during differentiation (S4F and S4G Fig).

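The 26159 enhancers that were LMRs in both cell states rose in median 5mC from 35.9 to 54.0%. Their median log2 ratio of counts, differentiated cells over ESCs, was 0.12 for H3K4me1 and 0.28 for H3K27ac (quartiles -0.42 and 1.05), with 55.5 and 60.8% of them above 0. Assignment required a bin with at least 30 counts in the H3K4me1 libraries of both cell states, so enhancers without such a bin are not among them.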

To further test whether LMRs result from a mixture of subpopulations, we collected all H3K4me1 enhancers which predominantly were UMRs in ESCs (<20% 5mC). We then divided them into two groups: H3K4me1 enhancers that maintained an unmethylated state upon differentiation (250 enhancers) and those that shifted their methylation state from UMR in ESCs to LMR upon differentiation (1,082 enhancers with 5mC >30%) (Fig 2D). 

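Of 47695 H3K4me1 enhancers with covered bins in both cell states, 20800 were under 20% 5mC in ESCs. After differentiation, 7073 of these (34.0%, exact interval 33.4 to 34.7%) stayed under 20% and 8125 (39.1%, 38.4 to 39.7%) were over 30%, while 5602 lay in between. Their median 5mC in differentiated cells was 25.9%. With a minimum of 60 CpG counts per bin, 5021 stayed under 20% and 4631 were over 30%, so that the larger group was then the one that stayed unmethylated.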

Next, we linked the enhancers with their target genes using the mouse *cis*-regulatory atlas [38]. Enhancers that remain unmethylated upon differentiation tend to be associated with genes involved in cell maintenance, chromatin, and chromosome packaging. In contrast, enhancers that became LMRs upon differentiation are associated with genes involved in differentiation including *Notch*, *Wnt*, and *Gata* (Fig 2E). This strongly suggests that LMR enhancers reflect cell-to-cell variation during differentiation.

### Distinct methylation of enhancers identifies chromatin-based subpopulations

To further analyze enhancer states and possible cellular subpopulations, we analyzed ChIP-BS-seq data to compare H3K4me1 to H3K27ac enhancer-specific nucleosomes (Fig 3A). If the same histone modifications were homogenously present in all cells over a particular enhancer region, we expected to see no differences in DNA methylation levels regardless of the antibody used for the ChIP assay. DNA from the same genomic region but with different 5mC levels that immunoprecipitated with antibodies of different histone marks can only be explained by the presence of subpopulations of cells with different chromatin states.

**Fig 3:**
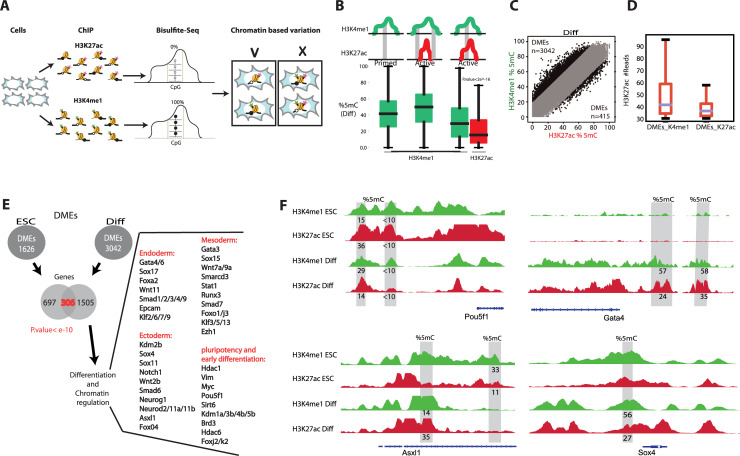
DNA methylation states of distal enhancers support chromatin-based cellular heterogeneity. **(A)** Schematic representation of ChIP-BS-seq for H3K4me1 and H3K27ac histone marks emphasizing that different 5mC levels are explained only by chromatin-based heterogeneity. **(B)** Locations of 5mC in the three most frequent scenarios (schematics above the boxplots). Boxplots show 5mC percentages in each chromatin state. **(C)** Plot of 5mC percentages in H3K4me1 and H3K27ac genomic segments in differentiated cells. Only genomic bins with more than 30 CpGs in both ChIP-BS-seq assays are shown. DMEs were defined as 200-bp bins with methylation differences exceeding 20%. **(D)** H3K27ac read counts within DMEs bound by H3K4me1 (left) and H3K27ac (right). **(E)** Genes with DMEs annotated based on the mouse *cis*-regulatory atlas [38]. The Venn diagram shows a significant overlap of 306 genes (Hypergeometric test, p<e^-10^) of genes regulated by DMEs in both undifferentiated and differentiated cells. Some of the overlapping genes are listed, grouped according to function. **(F)** IGV tracks of DMEs for *Pou5f1*, *Gata4*, *Asxl1*, and *Sox4*. Percentages of 5mC in the grey blocks are specified beneath each track. For adjacent DMEs, 5mC levels were averaged.

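In ESCs, 1991064 bins with a CpG count overlapped H3K4me1 peaks, and 546952 of them had more than 30 CpG counts. For H3K27ac, 1136726 bins overlapped peaks and 146726 had more than 30 counts. Peaks of both marks and more than 30 counts in both libraries were found for 87148 bins.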

In ESCs, we detected 356,366 H3K4me1-enriched bins and 66,210 H3K27ac-enriched bins; 55,537 of them overlapped (S1 Table). 

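After retinoic acid, 1695168 bins overlapped H3K4me1 peaks, of which 381775 had more than 30 CpG counts, and 1153097 overlapped H3K27ac peaks, of which 147087 did. The number in peaks of both marks and past this count in both libraries was 90558.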

In differentiated cells, 257,891 H3K4me1-enriched bins and 64,080 H3K27ac-enriched bins were detected, and 57,093 of them overlapped. (S2 Table). In ESCs, overlapping bins included about 50% of total enhancers, and in differentiated cells the overlapping bins covered 60% of total enhancers. 

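To count enhancers, the peaks of the 2 marks were merged within each cell state, so that enhancers with a peak of a single mark are included. In ESCs, 22010 of 150643 merged enhancers (14.6%) held a bin with more than 30 CpG counts in both marks, and in differentiated cells 23599 of 165921 (14.2%) did. Taken by mark, such a bin lay in 18.2% of the H3K4me1 peaks and 26.7% of the H3K27ac peaks of ESCs, and in 17.7 and 25.0% of those of differentiated cells.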

The enhancers not represented were mostly poorly enriched in the ChIP assay, or had too low CpG densities for our assay to detect.

In differentiated cells, enhancer bins that passed minimal coverage of 5mC mapped most frequently to three types of histone-bound regions. In one group, only H3K4me1 bins were found. In another group, both H3K4me1 and H3K27ac show ChIP-seq signals, but the detected bins came from H3K4me1 distinct regions. 

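Among H3K4me1 bins with at least 30 CpG counts in differentiated cells, 71248 lay in H3K4me1 peaks alone. A further 231798 lay in peaks of both marks but had fewer than 30 counts in H3K27ac. The number covered in both marks was 95410, with a median of 68.0 counts in H3K4me1 and 50.0 in H3K27ac.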

In the third group, the most relevant to our downstream analysis, both H3K4me1 and H3K27ac signals exist and 5mC bins from the same location were extracted for both histone marks (Fig 3B). 

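In ESCs, 92471 bins overlapped peaks of both marks and had at least 30 CpG counts in both (shared bins). Their median 5mC was 8.77% in H3K4me1 and 6.67% in H3K27ac. The median difference per bin was 0.508 points (quartiles -2.00 and 4.34), with H3K4me1 higher in 53.0% of bins and H3K27ac higher in 38.9%. At 47.0 counts, the median coverage of H3K27ac in these bins, a difference of this size cannot be resolved in any single bin. A minimum of 20 counts gave a median difference of 0.0900 points and a minimum of 60 gave 0.943.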

In ESCs, 5mC levels in regions marked by both modifications showed a slight but significant difference in abundances of H3K4me1 and H3K27ac (student’s t. test p<e^-10^) (S4 Fig). However, upon differentiation, in the same genomic regions, 5mC levels were strikingly higher when the regions were bound by H3K4me1-marked nucleosome than H3K27ac nucleosomes (Fig 3B, student’s t. test p<e^-10^). 

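In differentiated cells, the shared bins had a median 5mC of 33.3% in H3K4me1 and 26.8% in H3K27ac, with means of 35.8 and 31.9%. The median difference per bin was 3.07 points (quartiles -1.31 and 9.15). H3K4me1 was the higher mark in 66.1% of bins and H3K27ac in 31.7%. Without separate counts for each repeat the difference was not tested between the marks, and no test was run over bins.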

Again, this finding is a strong indication of chromatin-based cellular heterogeneity. In addition, H3K4me1 covered a higher fraction of the genome than H3K27ac, and regions containing only H3K4me1 peaks showed higher methylation levels than those containing both marks. This suggests that H3K4me1-only enhancers might be more susceptible to deactivation by methylation.

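The H3K4me1 peaks covered 471 Mb in ESCs and 414 Mb in differentiated cells, and the H3K27ac peaks covered 276 and 279 Mb. In differentiated cells, median H3K4me1 5mC was 51.5% in bins of H3K4me1 peaks alone. In bins where the peaks overlapped but only H3K4me1 reached the coverage minimum it was 59.3%, the highest of the groups. In ESCs the corresponding medians were 38.2 and 31.1%. The bins of both marks, described above, were the least methylated in either cell state.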

To identify enhancer regions where methylation levels correspond to a unique chromatin state, we needed to account for errors in bisulfite modification, PCR, and sequencing. For bisulfite conversion, we know that the error rate is 2–5% (based on synthetic spike-in, Fig 1B). Therefore, to ensure that a region is accurately defined as differentially methylated, we decided to extract bins with at least 20% difference in 5mC levels between the two histone marks (Fig 3C). 

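How often counting error alone passes 20 points was simulated by drawing, for every shared bin, both marks' methylated counts from 1 common level at the bin's real coverage, 100 times. In ESCs the draws gave between 402 and 491 bins past 20 points with H3K4me1 higher and between 450 and 539 with H3K27ac higher. In differentiated cells they gave between 780 and 940, and between 771 and 924. The simulation treats each CpG count as independent, so it covers counting error only.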

There are two types of DMEs. Those in which 5mC levels are higher in H3K4me1 and those in which 5mC levels are higher in H3K27ac. 

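With at least 30 CpG counts and a peak in both marks, and a difference above 20 points, 1257 bins of ESCs were more methylated in H3K4me1 and 950 in H3K27ac, together 2.39% of the shared bins. H3K4me1 was thus the higher mark in 57.0% of them. This split followed the coverage minimum. With 20 counts it was 4111 against 4602, and with 60 counts 85 against 20. When a Fisher's exact test with an adjusted p under 0.05 was also required, 50 bins with higher 5mC in H3K4me1 and 9 with higher 5mC in H3K27ac were left.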

In ESCs there was a similar number of DMEs of both types: H3K4me1 DMEs (n = 946) and H3K27ac DMEs (n = 680) (S5 Fig). This symmetry, together with overall low levels of 5mC, suggests that DMEs do not explain the variation of cellular states in ESCs. 

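Among bins of differentiated cells with at least 100 CpG counts in both marks and an adjusted p under 0.05 from Fisher's exact test, 91 passed 20 points with H3K4me1 higher and 2 with H3K27ac higher. Positions are those of the authors' files. The largest difference lay on chromosome 16 from 64873401 to 64873600, with 75.7% 5mC of 103 counts in H3K4me1 (exact interval 66.3 to 83.6%) and 12.8% of 290 counts in H3K27ac (9.14 to 17.2%). In ESCs the same bin had 40.3% of 77 counts and 31.2% of 199 counts. Next came the bin on chromosome 1 from 136103001 to 136103200, with 53.9% of 115 counts in H3K4me1 and 14.5% of 124 in H3K27ac, and the bin on chromosome 8 from 48327801 to 48328000, with 53.2% of 124 counts and 15.6% of 128. The bins with H3K27ac higher lay on chromosome 7 from 52148601 to 52148800, with 23.9% of 163 counts in H3K4me1 and 47.2% of 108 in H3K27ac, and on chromosome 9 from 102536201 to 102536400, with 51.7% of 118 counts and 74.3% of 136.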

Upon differentiation, we noticed that most of DMEs tend to be more methylated when immunoprecipitated with H3K4me1 as opposed to H3K27ac. Overall, 3,042 DMEs had higher methylation levels when pulled-down with H3K4me1, while only 415 DMEs had higher methylation levels when pulled-down with H3K27ac. Moreover, H3K4me1 DMEs showed a strong tendency to be associated with H3K27ac peak centers. 

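By the criteria used for ESCs, 4429 bins of differentiated cells were more methylated in H3K4me1 and 576 were more methylated in H3K27ac, so that 88.5% of the 5005 DMEs had the higher level in H3K4me1. The direction held under each alternative. The counts were 10477 and 2647 with a minimum of 20 counts, 719 and 25 with a minimum of 60, and 595 and 11 when Fisher's exact test was also required. Sampling from a common level gave a mean of 857 bins with H3K4me1 higher, and the observed number was 5.17 times this mean. It gave a mean of 849 with H3K27ac higher, more than observed.

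**Figure D1:**
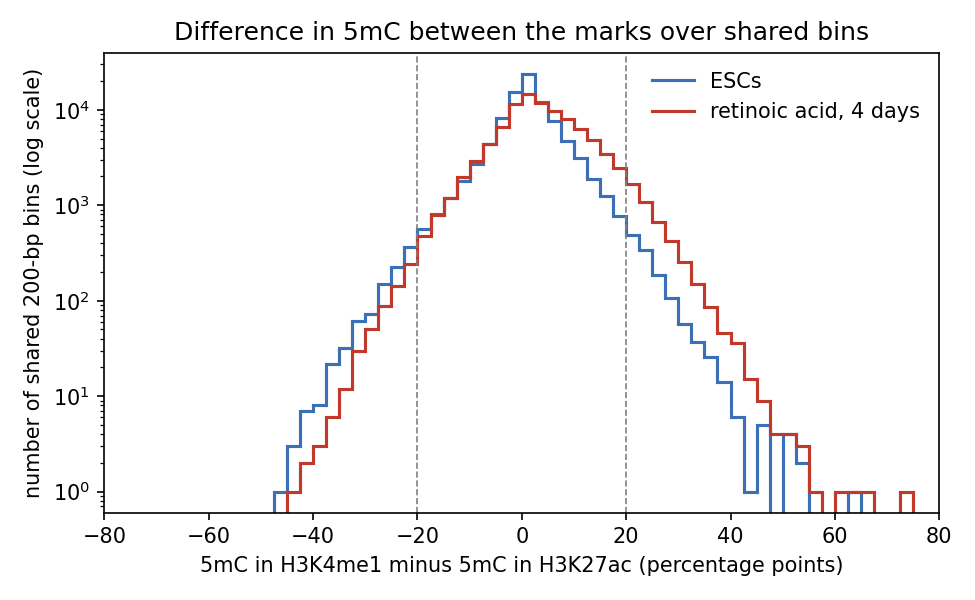
Number of shared 200-bp bins (log scale) by the difference in 5mC between the marks, H3K4me1 minus H3K27ac in percentage points, in ESCs (blue) and after 4 days of retinoic acid (red). Dashed lines mark 20 points in either direction. Beyond the right line lie 1257 bins of ESCs and 4429 of differentiated cells, and beyond the left line 950 and 576.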

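In differentiated cells the 4429 DMEs with higher 5mC in H3K4me1 lay a median of 795.5 bp from the center of the H3K27ac peak they overlapped, against 943 bp for the shared bins that were no DMEs. In ESCs the medians were 939 and 1010.5 bp. Relative to the length of the peak, as a percentage of the way from its center to its edge, the medians were 32.3% for these DMEs and 34.8% for the other shared bins in differentiated cells. In ESCs they were 38.0 and 35.9%, so that there the DMEs lay farther out by this measure. By coverage, the DMEs were not the more covered bins. The DMEs of differentiated cells had a median of 42 H3K27ac counts, below the 51 counts of the other shared bins, and 24.7% of them had at least 60 H3K27ac counts against 39.7% of the others. A bin of low coverage passes 20 points more easily by counting error, so coverage and DME calls are not independent.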

In cases in which DMEs showed higher methylation levels in H3K27ac than H3K4me1, they were more likely to be found outside peak centers (Fig 3D, student’s t. test p<e^-10^). 

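The 576 DMEs with higher 5mC in H3K27ac had a median of 36 H3K27ac counts and lay a median of 1093.5 bp from the center of a H3K27ac peak, and 4.86% of them had at least 60 counts. In ESCs, DMEs with H3K4me1 higher and with H3K27ac higher had medians of 39 and 35 counts, and their distances of 939 and 961.5 bp were closer to each other than in differentiated cells. Relative to the length of the peak, as a percentage of the way from its center to its edge, the DMEs with H3K27ac higher lay at a median of 36.1% in differentiated cells and 39.4% in ESCs. DMEs come from 1 pair of libraries in each cell state, so no test of these medians across replicates was possible. Since central peaks associate better with TF binding regions, the paper speculates that enhancer deactivation shows mainly as removal of H3K27ac, and it concludes that the functional DMEs are those with higher 5mC in H3K4me1 (Fig 3C and 3D).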

As central peaks better associate with TF binding regions [39], we speculate that enhancer deactivation is manifested primarily through removal of H3K27ac, which can then be traced by DNA methylation accumulation under H3K4me1. We concluded that functional DMEs are those with higher H3K4me1 DNA methylation levels compared to H3K27ac DNA methylation levels (Fig 3C and 3D).

To map enhancers to their target genes we used the previously reported mouse *cis*-regulatory atlas [38]. Overall, 1,003 genes in ESCs and 1,811 genes in differentiated cells were regulated by 1626 and 3042 DMEs respectively (Fig 3E and S4 Table). These genes were significantly enriched for cell cycle, chromatin, and differentiation of the three main germ layers (Fig 3E). For example, Gata4/6 [40,41] are master regulators of XEN cells. Sox4 [42], Asxl1 [42] and Smad [43] genes are regulators of the EpiSC and act as "pioneer" factors that open the compacted chromatin for other proteins at certain enhancer sites. The enhancers of these genes are differentially methylated and expression of the genes was activated only upon differentiation (Fig 3F). This suggests that retinoic acid promotes differentiation to EpiSC and XEN programs in distinct subpopulations of cells.

Cellular heterogeneity reflected by DMEs might arise from allelic asymmetry [28]. To rule out the possibility that DMEs reflect allelic asymmetry, we analyzed DMEs in the X chromosome compared to autosomes. The R1 ESC line is of male origin; therefore, if allelic asymmetry indeed underlies our observations of differential methylation in enhancer regions, the number of DMEs on the X chromosome should be significantly lower or non-detected as a result of the fact that these cells contain only one X chromosome. However, we found no evidence for deviation in DME distributions between autosomes and the X chromosome (S6 Fig), suggesting that allelic asymmetry is not a major cause of DMEs.

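On chromosome X of differentiated cells, 79 of 1026 shared bins were DMEs (7.70%, exact interval 6.14 to 9.50%), and 74 of these had higher 5mC in H3K4me1. The 19 autosomes together had 4926 DMEs in 94378 shared bins (5.22%), and single autosomes ranged from 4.56 to 6.16%. The rate on chromosome X was thus above that of every autosome, by a ratio of 1.48 to the autosomes together. With a minimum of 20 counts the ratio was 1.17, still above every autosome. With a minimum of 60 counts, where only 142 bins of chromosome X were left, it was 1.38, and 1 autosome had a higher rate. In ESCs, 15 of 682 shared bins on chromosome X were DMEs (2.20%), against 2.39% on the autosomes. With a minimum of 20 counts the rate on chromosome X of ESCs was 4.01% of 1671 bins (exact interval 3.12 to 5.06%), below each of the 19 autosomes, which ranged from 4.50 to 5.50%, while the interval held their joint rate of 4.94%. With a minimum of 60 counts there were 0 DMEs in 57 bins (exact interval up to 6.27%), against 0.578% on the autosomes. Chromosomes are not replicates, so no test was run between them.

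**Figure D2:**
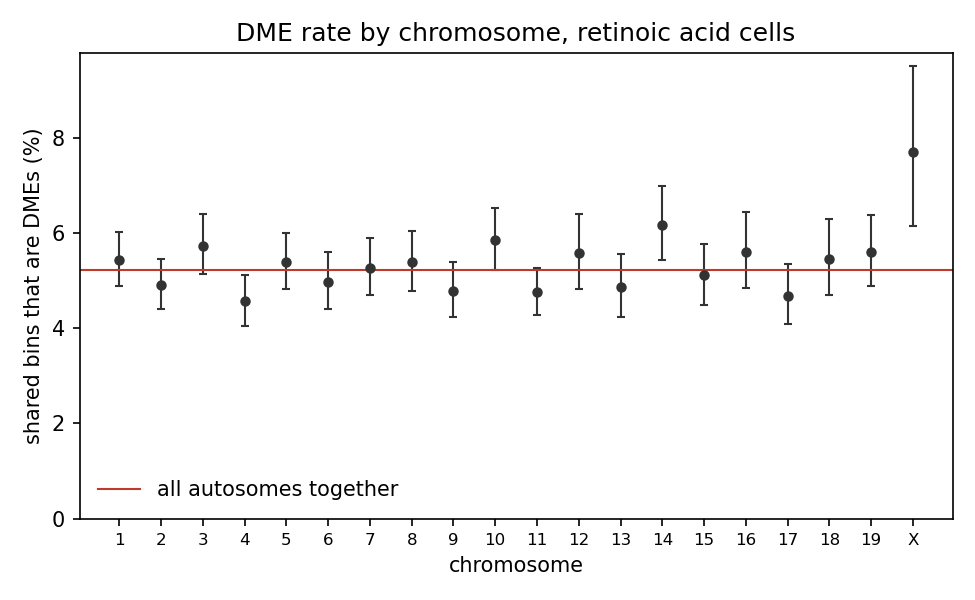
Share of shared 200-bp bins that are DMEs (%) for each chromosome in cells treated with retinoic acid. Points are the observed shares, bars are exact 95% intervals for counting error, and the red line is the share over all autosomes, 5.22%. Chromosome X stands at 7.70%, with the widest interval because it has the fewest bins.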

Retinoic acid differentiation protocol promotes heterogeneous cellular fates and DMEs further support that cells are varied in chromatin states of enhancers. We repeated H3K4me1 and H3K27ac sequential Chip-BS on ESCs undergoing direct differentiation into extra embryonic endoderm cells (XENs) [44]. 

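XEN cells are extraembryonic endoderm-like cells, made here from R1 ESCs over 9 days with 0.1 µM retinoic acid and Activin A. For each mark, 2 replicate libraries were analysed. The authors deposited the methylated and unmethylated CpG counts of each replicate in 200-bp bins, and only bins with at least 4 counts are listed. The libraries labelled H3K4me1 held 12147115 and 15698181 CpG counts, and those labelled H3K27ac held 22746494 and 31345707. The mark of each library was taken from the sample labels. The names of the deposited files give the marks the other way round, so every value is given for the library labelled with a mark. Each direction rests on the labels and on which column of counts was taken as methylated. That column was the one rare on the mitochondrial genome, and the order of the columns is opposite to that in the other files. Coverage went against the labels. Across bins, the CpG counts of the libraries labelled H3K4me1 had Spearman coefficients of 0.572 and 0.571 with the H3K27ac library of retinoic acid cells, and of 0.316 and 0.324 with their H3K4me1 library. Those labelled H3K27ac had coefficients of 0.647 and 0.702 with the H3K4me1 library of retinoic acid cells, and of 0.467 and 0.475 with their H3K27ac library. No peak list of XEN cells was used, so bins were compared with no filter on peaks, and the counts of the replicates were summed per labelled mark.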

As our DMEs were extracted from cells differentiated with RA, a highly heterogeneous differentiation assay, we hypothesized that a longer and direct XEN differentiation assay will produce a more homogenous cellular state. As a result, we expected that this will reduce DME numbers. Upon 9 days of differentiation, the majority of the cells showed a typical endodermal cellular phenotype (S7A Fig). As expected, ChIP-seq maps of both direct XEN and RA differentiated cells show activated XEN enhancers and promoters. For example, *Dab2* (S7B Fig), but also other markers such as *Gata4 and Gata6* show the same trend. However, other lineage markers such as *Sox11* (ectodermal) were activated only in RA differentiated cells (S7B Fig). This highlights that XEN direct differentiation produces a more homogenous endodermal cellular state. In addition, lower differences in methylation levels were observed on enhancers comparing to RA based measurements (Figs 3B and S7C). 

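In XEN cells, 5mC over all listed bins was 47.9 and 49.2% in the libraries labelled H3K4me1 (48.5% ± 0.94, SD, n = 2) and 61.5% in both libraries labelled H3K27ac (61.5% ± 0.022, SD, n = 2). The difference of -13.0 percentage points was larger than the spread between replicates, but 2 libraries against 2 allow no p below 0.333 (two-sided exact permutation test, p = 0.333). Over the 105990 bins with at least 30 summed counts in both labelled marks, the median difference, labelled H3K4me1 minus labelled H3K27ac, was -2.43 points (quartiles -8.52 and 2.31). In retinoic acid cells, over the 97197 such bins without the filter on peaks, H3K4me1 minus H3K27ac had a median of 3.02 points (quartiles -1.31 and 9.11). Between the replicates of one label in XEN cells, the quartiles were -1.36 and 1.06 points for H3K4me1 and -5.87 and 6.30 points for H3K27ac. The range between the quartiles was thus about as wide between the labelled marks as between the replicates labelled H3K27ac, and was shifted toward higher 5mC in the libraries labelled H3K27ac. The 2 replicate comparisons cover different bins, with a median 5mC of 1.27% for labelled H3K4me1 (39064 bins) and about 65% for labelled H3K27ac (172069 bins). Over the 14551 bins with at least 30 counts in every XEN library, replicates differed by a median of 5.84 points (labelled H3K4me1) and 4.71 points (labelled H3K27ac).

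**Figure D3:**
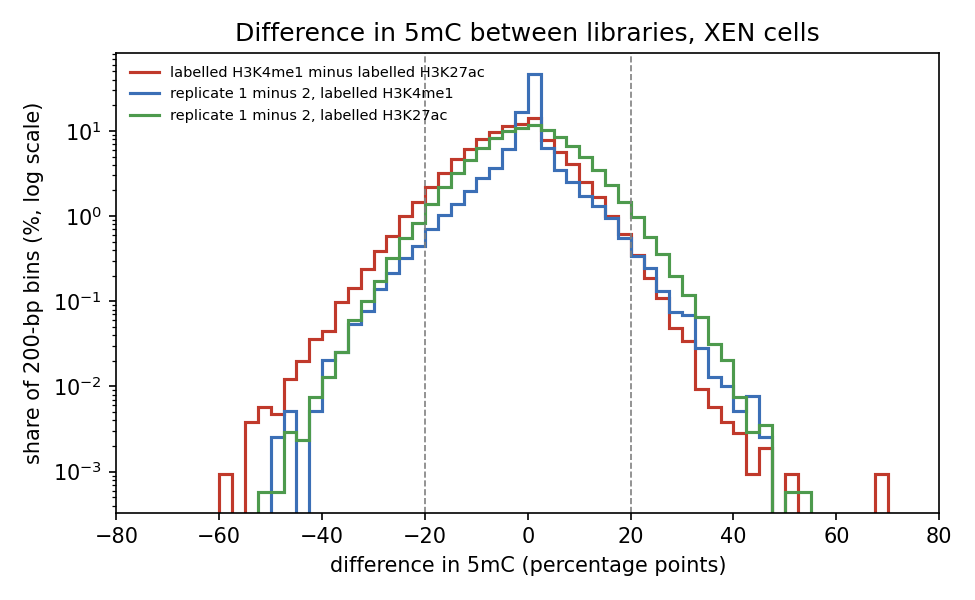
Share of 200-bp bins (%, log scale) by the difference in 5mC in percentage points in XEN cells, for libraries labelled H3K4me1 minus libraries labelled H3K27ac (red), and for replicate 1 minus replicate 2 of the libraries labelled H3K4me1 (blue) and H3K27ac (green). Dashed lines mark 20 points in either direction. The difference between the labelled marks lies to the left of the differences between replicates, with a median of -2.43 points. Each comparison uses its own bins, and those of the replicates labelled H3K4me1 are mostly of low 5mC, so the widths are not comparable.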

Finally, in agreement with this observation, we also extracted significantly lower number of DMEs in XEN direct differentiated cells (214 DMEs that regulate 189 genes) compared to RA differentiated cells (3042 DMEs that regulate 1811 genes) (*χ*^2^ test p<e^-12^, S7C Fig). 

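Of the 105990 bins compared in XEN cells, 792 passed 20 points with higher 5mC in the libraries labelled H3K4me1 and 4279 with higher 5mC in those labelled H3K27ac, together 4.78% of bins. Which of these is the H3K4me1 type of DME rests on the labels and on the column taken as methylated. The same rule in retinoic acid cells, again with no filter on peaks, gave 4514 with H3K4me1 higher and 592 with H3K27ac higher, 5.25% of bins. Over 57228 bins covered in both cell types, the numbers were 281 and 2388 in XEN cells and 2596 and 312 in retinoic acid cells. Replicates of 1 labelled mark also pass 20 points, in 870 of 39064 bins (2.23%) for H3K4me1 and in 7606 of 172069 bins (4.42%) for H3K27ac. At the depth and 5mC level of the bins compared, these replicate pairs would give 1773 or 1410 bins in each direction, so that the 792 were fewer and the 4279 more than replicates give. The numbers depended on single libraries. Without replicate 1 labelled H3K4me1, 35860 bins stayed above the minimum and 192 and 1486 passed, and without replicate 2 it was 120 and 1279 of 26484 bins. From its findings in XEN cells, which include the lower number of DMEs, the lower differences in 5mC and the gene ontology terms of the DMEs, the paper proposes that DMEs reflect cellular variation in the chromatin of enhancers.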

Gene ontology analysis revealed that DMEs extracted from XEN cells are mostly involved in endodermal differentiation pathways (S7D Fig), as opposed to RA cells, in which DMEs originated from enhancers of different lineages (Figs 2E and 3E). Overall, these findings further support that DMEs reflects cellular variation in chromatin of enhancers.

### DMEs regulate genes associated with cell-to-cell variation

To determine whether DMEs are indeed linked to genes that drive cell-to-cell variation during differentiation, we used the InDrop method [45]. 

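InDrop puts single cells into droplets with barcoded primers, so that each transcript molecule is counted by its unique molecular identifier (UMI). The samples were 1 of ESCs, after 2 days without 2i, and 1 of differentiated cells, after 4 days with retinoic acid. With 1 sample per cell state, and cells that are not replicates, no test was made. The authors deposited a matrix of counts for each sample, 55116 transcript identifiers by cell, estimated with RSEM. As estimates the values need not be whole (27.9% of the values above 0 were not in ESCs and 27.8% in differentiated cells), and they were rounded first. The identifiers are those of UCSC transcripts and were not paired with gene names here, so identifiers are counted in place of genes, and no gene is named. Cells with more than 10000 UMIs were kept, as in the paper's methods, which left 424 of 868 ESCs and 434 of 696 differentiated cells. Doublets were not removed.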

We collected single-cell RNA-seq data from 869 ESCs and 696 differentiated cells, and detected about 10,000 transcripts per cell. 

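Over all deposited cells, the median was 9858 UMIs per cell in ESCs, with a range of 5984 to 56578, and 11235.5 in differentiated cells, with a range of 5047 to 38239. In the cells kept the medians were 12931 and 13587. The summed counts of the kept cells were 6378815 UMIs in ESCs and 6411078 in differentiated cells.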

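The kept cells had a median of 3091.5 transcript identifiers per ESC, with a range of 2367 to 6626, and of 2552 per differentiated cell, with a range of 1739 to 4769. Over all deposited cells the medians were 2576 and 2267.5. After every kept cell was thinned to 10000 UMIs, so that depth was equal, they were 2753.5 and 2314.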

We identified approximately 2,000 genes in ESCs and approximately 3,000 genes in differentiated cells (S8 Fig). ESCs expressed similar levels of *Oct4* (Fig 4A), emphasizing their pluripotent states. Using the Seurat algorithm [46], in ESCs, we detected a spectrum of cellular states associated with *Nanog* expression levels (Fig 4A). In more detail, they had different levels of *Nanog* and other genes such as *Tulp3* and mitochondrial genes emphasizing their tendency towards a ground state [47] (S9 Fig). Cells that express little or no *Nanog* and in this case higher levels of *Set*, *Gnl3*, *Hmgb2*, and *Hsp90ab1* may be in a more primed cellular state [48,49].

**Fig 4:**
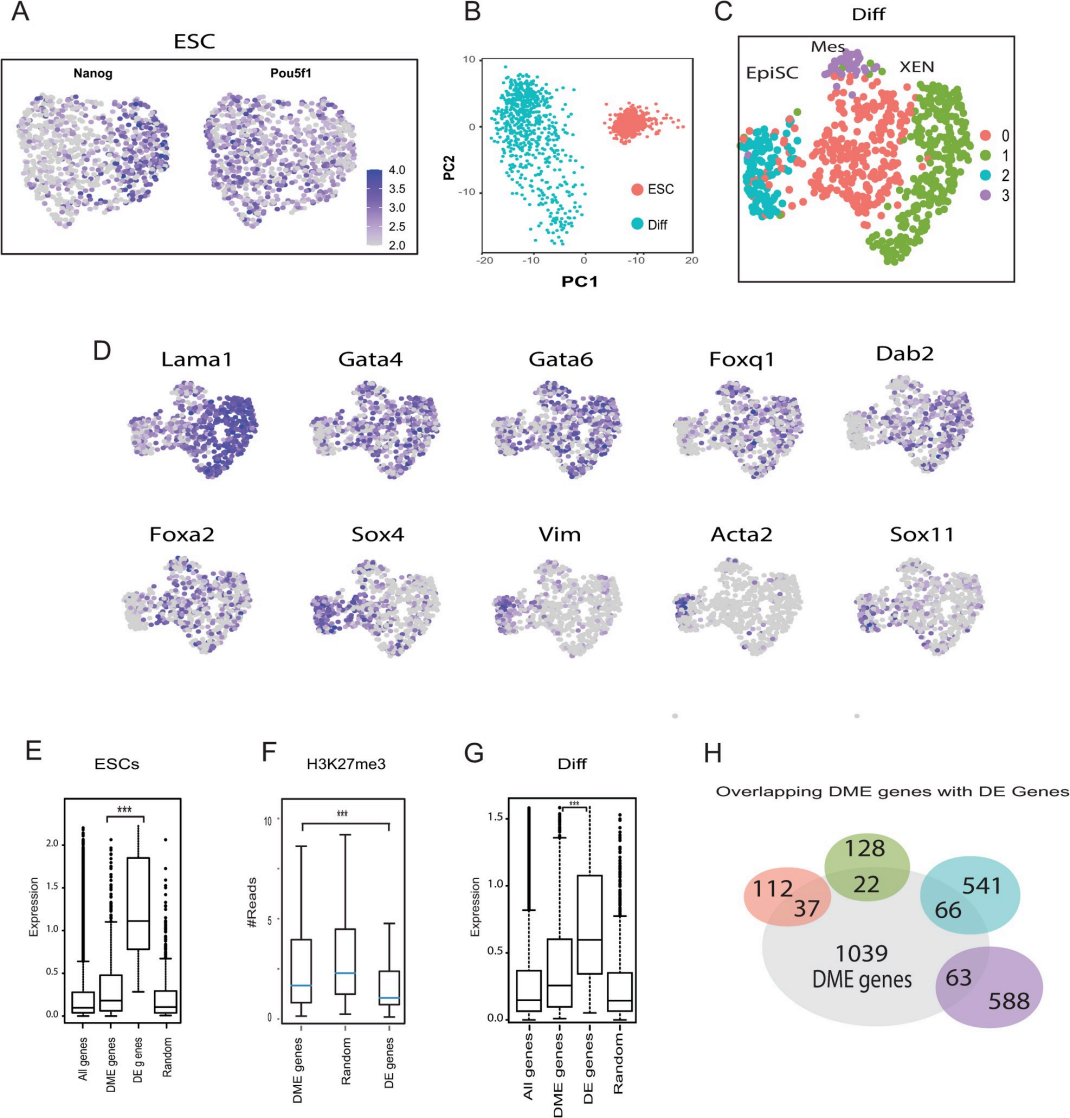
Single-cell RNA-seq indicates that DMEs regulate cellular heterogeneity. **(A)** Single-cell RNA-seq data from 869 ESCs was processed using the InDrop method. UMAP plots and unbiased *k*-means clustering revealed two subpopulations explained, mostly, by *Nanog* expression levels while Pou5f1 expression levels remained stable in most cells. Levels vary from low expression in gray to high expression in purple. **(B)** Single-cell RNA-seq data of ESCs and differentiated cells was subjected to principal component analysis. Distances between cells in the plot indicate similarities between transcriptional profiles. **(C)** Single-cell RNA-seq data from 696 differentiated cells was processed using the InDrop method. UMAP and unbiased *k*-means clustering revealed four differentiated subpopulations separated by color. Each dot represents an individual cell. Clusters 0 and 3 show upregulation of genes associated with mesendodermal progenitors. Cluster 1 has high levels of XEN cells markers. Cluster 2 shows EpiSC markers. **(D)** Expression levels of 10 representative genes shown by UMAPs of differentiated cells with low expression in gray to high expression in purple**. (E)** Boxplot of expression levels in ESCs of all genes, genes regulated by DMEs, differentially expressed genes (DE genes) revealed by single cell RNA-seq analysis and a random set of genes. DME genes and DE genes differ in expression levels (student’s t. test p<e^-10^). **(F)** H3K27me3 reads around TSS regions (1 kb on either side of the TSS) in ESCs, showing that genes regulated by DMEs and randomly selected genes are more repressed compared to DE genes (student’s t. test p<e^-10^). **(G)** Boxplot of expression levels in differentiated cells of all genes, genes regulated by DMEs and DE genes and a random set of genes. A significant difference in expression levels between DME genes and DE genes was found (student’s t. test p<e^-10^). **(H)** Illustration of the intersection between genes regulated by 1227 DMEs, and the four clusters of genes identified using single cell RNA-seq analysis. DMEs are shown in gray and single cell genes are colored according to their clusters (panel E) (Hypergeometric tests, p<e^-10^).

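Cell-to-cell distance was measured over 2711 variable transcript identifiers after thinning and log-normalization. The mean squared distance between cells was 1254.5 among ESCs and 1677 among differentiated cells, a ratio of 1.34. Without thinning the ratio was 1.39. By correlation, the mean Pearson coefficient between cells was 0.463 in ESCs and 0.323 in differentiated cells, and 1 minus it had a ratio of 1.26. The ratio was above 1 by each measure, with 1 sample per cell state.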

For differentiated cells, single-cell RNA-seq results were indicative of a higher degree of cellular heterogeneity than observed in ESCs (Fig 4B). 

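With the cluster number of the paper, k-means on 10 principal components split the 434 differentiated cells into clusters of 214, 136, 65 and 19 cells, which were 49.3% (exact interval 44.5 to 54.1%), 31.3% (27.0 to 35.9%), 15.0% (11.8 to 18.7%) and 4.38% (2.66 to 6.75%). The number of clusters was not settled by the data. Louvain clustering at a resolution of 0.8 gave 6 clusters, which matched the k-means ones with an adjusted Rand index of 0.423, and the mean silhouette was higher for 2 clusters (0.312) than for 4 (0.190). The clusters are not named here, since the identifiers were not paired with genes. The paper assigns its clusters to mesendodermal progenitors, XEN cells and EpiSC by their markers (Fig 4C).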

In differentiated cells, four clusters with different upregulated markers were identified (Fig 4C and S5 Table). Representative gene markers are shown in Fig 4D. Clusters 0 and 3 show upregulation of genes associated with mesendodermal progenitors such as Foxa2 [50]. Cluster 1 has high levels of *Lama1*, *Gata4*, *Gata6*, *Foxq1 and Dab2* which are markers of XEN cells [40,51,52]. Cluster 2 represents EpiSC with markers such as *Vim*, *Sox4*, *Sox11* and *Acta2* [50,53].

Single-cell RNA-seq mostly detects highly expressed genes, whereas chromatin profiling enables detection of repressed, poised, and active genes. In ESCs, most of the genes regulated by DMEs are expressed at low levels (Fig 4E). These genes are likely poised for activation due to promoter states known as bivalent domains that contain both H3K27me3 and H3K4me3 [54]. Indeed, promoters of the genes predicted to be regulated by DMEs showed significantly higher H3K27me3 levels compared to randomly selected and differentially expressed genes (Fig 4F). In differentiated cells, genes regulated by DMEs are expressed at higher levels than randomly selected genes (Fig 4G, student’s t. test p<e^-10^). Moreover, DMEs of genes that drive differentiation have significant overlap with marker genes of the four subpopulations identified by single-cell RNA-seq. Overall, 188 of the 1369 genes detected by the single-cell RNA-seq assay were regulated by DMEs (Fig 4H, hypergeometric test p<e^-10^). This analysis emphasizes the power of DME profiling to complement RNA-seq analyses which tends to capture only highly expressed genes.

### TSS proximal regions of genes regulated by DMEs are methylated during differentiation

In pluripotent ESCs, genes that regulate differentiation are transcriptionally poised through deposition of H3K27me3 over regulatory regions such as TSSs and enhancers [54,55]. Our data indicates that H3K27ac marks active enhancers (Fig 2B) and TSSs (Fig 5A and 5B), and these regions are mostly unmethylated on both regulatory regions. H3K4me1 nucleosomes do not peak around TSSs but rather mark TSS proximal regions, which in many cases possess enhancers that regulate transcription from the adjacent TSS [1,55]. To evaluate DNA methylation in TSS proximal regions, we divided each chromatin map into unmethylated versus methylated CpG reads. H3K27ac nucleosomes peaked in the 1.5-kb region around TSSs, and these regions were found to be depleted of 5mC (Fig 5A). This depletion led us to exclude these regions from further analysis. In contrast, H3K4me1 nucleosomes bind diffusely about 5 kb around TSS regions. In undifferentiated cells, DNA bound by H3K4me1-marked nucleosomes was overall unmethylated (Fig 5A); however, upon differentiation, 5mC accumulated predominantly on H3K4me1 proximal regions (Fig 5A). In addition, H3K4me1-5mC patterns positively correlate (Pearson correlation test, r = 0.82) with expression as measured using single-cell RNA-seq (Figs 5B and 5C and S10A and S10B).

**Fig 5:**
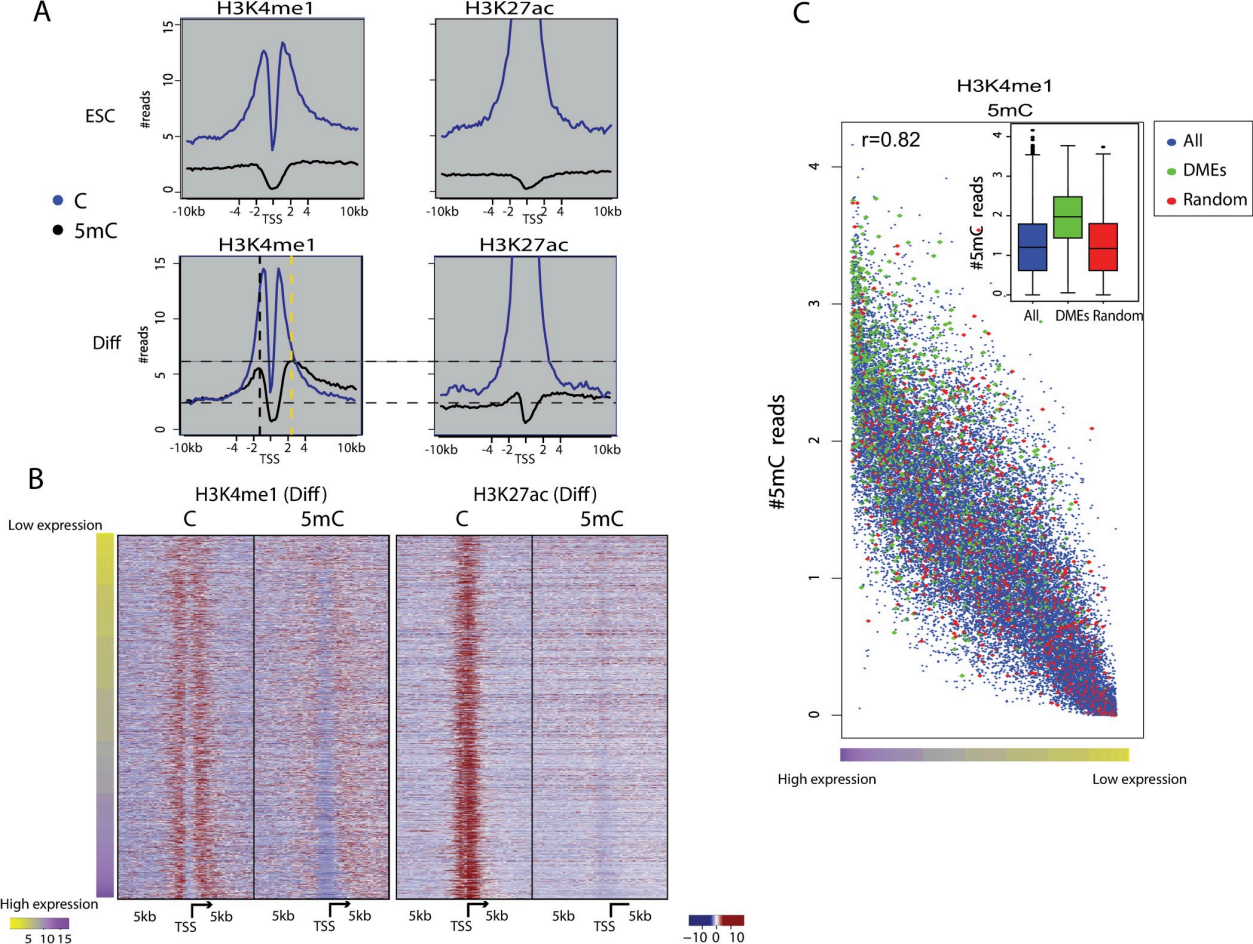
DMEs are associated with high H3K4me1-5mC levels in regions proximal to transcriptional start sites. (**A**) Composite plots of unmethylated (blue) vs. methylated (black) reads of H3K27ac and H3K4me1 maps over ±10 kb around the TSSs of ESCs and differentiated cells. Vertical dashed lines represent 5mC peak centers (upstream to TSS in black and downstream to TSS in yellow). Horizontal dashed lines represent minimum and maximum of 5mC peaks. (**B**) Heat maps of differentiated cells showing normalized numbers of 5C and 5mC aligned reads within 200-bp bins in the region 5 kb up and downstream of TSSs. To reduce the number of TSSs presented, we randomly selected ~3,500 representative TSSs from ten different expression bins as measured by single-cell RNA-seq. (**C**) Normalized number of 5mC reads around TSSs precipitated with anti-H3K4me1 from differentiated cells plotted from high expression to low expression (left to right on the x axis) for all genes (black), DME-regulated genes (green), and a randomly selected set of genes equal in size to the DME set (red). Boxplots summarizing the same data are shown in the upper right side.

If DMEs reflect cellular variation due to differentiation, we hypothesized that we would find higher levels of DNA methylation also in proximal regions of genes that are regulated by DMEs. Indeed, TSS proximal regions regulated by DMEs had dramatically higher levels of methylation compared to other TSS proximal regions as well as to a randomly selected set of regions (Fig 5C, student’s t. test p<e^-10^). This methylation elevation was observed both upstream and downstream of the TSS, ruling out the possibility that methylation is simply a reflection of higher methylation in actively expressed regions. We found a regulatory connection between distal DMEs and proximal enhancer regulation, hence, strengthening the notion that DNA methylation on H3K4me1 is associated with cellular variation.

## Discussion

Abnormalities in DNA methylation at enhancers are associated with developmental defects and disease [56–58]. How DNA methylation at enhancers influences the poised, primed, active, or silenced state of genes is not completely understood [2]. Methylation of cytosine in the context of CpG dinucleotides is associated with enhancer repression [59,60]; however, analyses of enhancer states of bulk cells average heterogeneity and, therefore, cannot directly correlate methylation state with gene expression. In order to achieve this level of depth in analysis, it is required to combine between single-cell ChIP-seq and whole genome bisulfite sequencing. Single-cell technologies suggest that heterogeneity across cells is manifested specifically through changes within regulatory regions such as enhancers [4,61]. However, due to sensitivity limitations of single-cell assays, they cannot illuminate whether LMR states measured in bulk mix active and repressed enhancer states, or reflect a permissiveness of DNA methylation within active regions.

Dynamic changes in enhancer methylation depend on DNMTs, cell proliferation, and transcription factor binding. Two mechanisms of action have been suggested for DNMTs. These enzymes may be actively involved in the removal of transcription factors from enhancers or may passively act on sites free from transcription factors to ensure enhancer decommissioning [23,62]. Previous genome-wide measurements showed that active chromatin regions are associated with very little to no CpG methylation [63–65]. Therefore, the assumption was that these DNA regions are physically protected from DNMTs due to binding of other factors. However, we show that many enhancers of actively transcribed genes are within the LMR range. This observation strengthens the assertion of cellular heterogeneity.

To determine the reason behind LMRs observed in enhancers, it was essential to extract enhancer regions of known regulatory states. As active enhancers are mostly associated with H3K4me1 and H3K27ac histone marks, we measured DNA methylation in regions associated with each of these two histone marks by combining sequential chromatin immunoprecipitation with bisulfite sequencing. Surprisingly, when H3K4me1 and H3K27ac are measured for a given enhancer, we found that LMRs are mostly associated with H3K4me1 and not with H3K27ac. This suggests that LMRs reflect the heterogeneity of different enhancer states between cells.

Enhancers of genes associated with linage differentiation are UMRs for both marks in ESCs and LMRs upon differentiation. These LMRs are found to be enriched with DMEs, which are significantly more methylated when pulled-down with H3K4me1 antibodies than with H3K27ac antibodies. This suggests a temporal regulatory scheme: usually, during cell differentiation, active enhancers are marked with both H3K4me1 and H3K27ac. We show that in a subset of cells, some enhancers are decommissioned, H3K27ac is reduced and the DNA is left bound by H3K4me1-marked nucleosomes, acquiring CpG methylation in the process. Our observation that there are higher levels of H3K4me1 methylation in regions depleted of H3K27ac supports this hypothesis, however, additional experiments are required to prove that DNA methylation induces H3K27ac removal.

To determine the effects of DMEs on gene expression, we applied single-cell RNA-seq analysis. In ESCs, differentiating genes were largely repressed through H3K27me3, which explains the overall deficiency of DMEs. However, upon differentiation, DNA methylation becomes a dominant factor in enhancer regulation. In differentiated cells genes regulated by DMEs overlap with genes identified as differentially expressed in single-cell RNA-seq. This suggests that once differentiation is initiated, DMEs become functional.

Sequential ChIP-bisulfite data reduces noise originating from cells that lack a given enhancer or that are diverse in their enhancer chromatin state (e.g., an enhancer that in some cells is marked only by H3K4me1 but in other cells is marked by both H3K4me1 and H3K27ac). In addition, this method allowed quantification of methylation in low-density CpG regions that cannot be detected using the reduced representation bisulfite sequencing method [66]. The Sequential ChIP-bisulfite method described here allowed us to dissect how epigenomic information influences gene expression, improving our ability to accurately map enhancer states. It also highlighted chromatin variation that cannot be captured using common ChIP-seq. Sequential ChIP-bisulfite can be used to identify dynamic biological processes with respect to enhancer regulation. Combined with single-cell RNA-seq, it enables the analysis of enhancer states in the context of gene expression. Our study provides a path towards a better understanding of dynamic enhancer regulation, which could be beneficial for the study of dysfunctional gene regulation that occurs during cancer development and aging.

## Material & methods

### Cells

R1 ESCs were grown on 0.1% gelatin-coated dishes and maintained in DMEM with 15% ESC-grade fetal calf serum, 50 μg/mL penicillin, 50 μg/mL streptomycin, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, and 1000 U/ml LIF, supplemented with 1 μM PD0325901, an inhibitor of the MEK/ERK pathway, and 3 μM CHIR99021, an inhibitor of GSK3. For retinoic acid-induced differentiation, cells were grown on 0.1% gelatin-coated dishes for 4 days in DMEM with 10% ESC-grade fetal calf serum, 50 μg/mL penicillin, 50 μg/mL streptomycin, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, and 1 μM retinoic acid. For XEN differentiation, we adapted Richard Patryk Ngondo et. al, 2020 [44]. Cells were grown on 0.1% gelatin-coated dishes for 9 days in RPMI 1640 with 15% ESC-grade fetal calf serum, 0.1 mM β-mercaptoethanol, Penicillin/Streptomycin 100 U/mL, 2 mM L-glutamine, 1 mM sodium pyruvate, 0.1 mM nonessential amino acids, 10 ng/mL Activin A and 0.1 μM retinoic acid.

### Micrococcal nuclease digestion

Cells were trypsinized, washed with PBS, and resuspended in 100 μL PBS per 1x10^6^ cells. The same volume of lysis buffer (100 mM Tris-HCl [pH 8], 300 mM NaCl, 2% Triton X-100, 0.2% sodium deoxycholate, 10 mM CaCl_2_, and EDTA-free protease inhibitor cocktail added at a ratio of 1:100 [Sigma]) with 50 U/mL MNase (Thermo Scientific) was added, and the cells were incubated for 10 min on ice and then for 15 min at 37°C. Reactions were stopped by addition of 20 mM EGTA followed by centrifugation (20,000 g, 2 min). DNA was purified from the supernatants using Ampure XP beads (Beckman Coulter) and electrophoresed (S11 Fig).

### ChIP

Antibodies (H3K4me1 abcam ab8895, H3K27ac abcam ab4729, H3K36me abcam ab9050, 2 μg antibody per 2x10^7^ cells) were incubated with 25 μL protein A Dynabeads (Thermo Scientific) previously washed twice with blocking buffer (0.5% BSA, 0.5% Tween-20 in PBS) for 2 h at 4°C in blocking buffer. The conjugated beads were washed twice with blocking buffer before adding the lysate. Lysates were prepared as follows: Cells were trypsinized, washed with PBS, and resuspended with 500 μL PBS per 2x10^7^ cells. The same volume of lysis buffer with 100 U/mL MNase was added, and the cells were incubated for 10 min on ice and then for 15 min at 37°C. Reactions were stopped by adding 20 mM EGTA followed by centrifugation (20,000 g, 2 min). Supernatants were added to the conjugated beads, and samples were incubated overnight with rotation. Supernatants were removed, and the beads were washed twice with RIPA buffer (10 mM Tris-HCl [pH 8], 140 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA), twice with RIPA buffer high salt (10 mM Tris-HCl [pH 8], 360 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA), twice with LiCl wash buffer (10 mM Tris-HCl [pH 8], 250 mM LiCl, 0.5% sodium deoxycholate, 1 mM EDTA, 0.5% IGEPAL CA-630 [Sigma]), and twice with 10 mM Tris-HCl [pH 8]. The beads were resuspended in 45 μL 10 mM Tris-HCl [pH 8] and 20 μg RNase A. The beads were incubated for 30 min at 37°C, and 60 μg proteinase K was added. The beads were further incubated for 2 h at 37°C. Proteinase K was inactivated by heating to 65°C for 15 min, and 50 μL elution buffer (10 mM Tris-HCl [pH 8], 300 mM NaCl, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA) was added, and the samples were incubated in 65°C for 15 min. DNA was purified from supernatants using Ampure XP beads (Beckman Coulter). DNA was eluted with 22 μL 10 mM Tris-HCl [pH 8].

### ChIP-BS library preparation

To create spiked DNA sequences that contain both 5mC and C, we used oligonucleotide primers H1 and H2 and the Spike-in template (Table 1). Primers H1 and H2, which contain unmodified C, were used to amplify Spike-in using d(5mCTP) rather than dCTP in the dNTP mix to produce an amplicon that contains 5mC in the central region and C in the primer regions. DNA was purified using Ampure XP beads.

**Table 1:** Sequences of template and primers.

Name	Sequence
**Spike in**	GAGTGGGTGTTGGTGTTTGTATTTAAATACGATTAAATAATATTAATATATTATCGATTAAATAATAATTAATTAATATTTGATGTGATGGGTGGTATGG
**H1**	GAGTGGGTGTTGGTGTTTGT
**H2**	CCATACCACCCATCACATCA
**RRBS1**	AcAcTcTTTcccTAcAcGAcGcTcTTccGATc(x)T
**RRBS2**	(p)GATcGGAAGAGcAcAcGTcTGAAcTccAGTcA
**PE1**	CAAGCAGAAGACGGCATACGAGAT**X{8}**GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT (where **X{8}** is an index sequence for multiplexing libraries)
**PE2**	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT
**P5**	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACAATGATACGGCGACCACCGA
**P7**	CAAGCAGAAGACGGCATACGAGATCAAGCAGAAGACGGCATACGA
**Single cell poly-T primers**	/5Acryd/iSpPC/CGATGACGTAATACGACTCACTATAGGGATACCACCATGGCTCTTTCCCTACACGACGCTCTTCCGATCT-**N{7–10}**-GAGTGATTGCTTGTGACGCCTT-**N{8}**-UMI{NNNNN}-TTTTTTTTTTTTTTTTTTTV 5Acryd—an Acrydite modification that allows incorporation into polyacrylamide gel iSpPC—photo-cleavable spacer **N{7–10}** and **N{8}** are barcodes
**Bulk T7RTPolyT**	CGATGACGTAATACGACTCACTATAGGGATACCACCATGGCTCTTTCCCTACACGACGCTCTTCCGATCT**-N{10}**-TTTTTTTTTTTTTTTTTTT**V**N **N{10}** is any nucleotide and V can be any nucleotide but T
**PvG748-SBS12-RT**	AGACGTGTGCTCTTCCGATCTNNNNNN

For library preparation, 160 pg of spiked DNA was added to 100 ng ChIP samples to evaluate BS conversion efficiency. DNA samples were converted to blunt-ended, phosphorylated DNA using the End-It DNA End-Repair Kit (Lucigen). DNA was purified using ratio of 1:1.8 sample to AMPure XP beads. Adenosine was added to the 3’ end of the DNA fragments using Klenow (3’-5’ exo-) (New England Biolabs). DNA was purified using ratio of 1:1.8 sample to AMPure XP beads. Methylated adapters (RRBS-1, RRBS-2; Table 1) were added by ligation using DNA ligase (New England Biolabs). DNA was purified using ratio of 1:1.2 sample to AMPure XP beads. Next the DNA was subjected to bisulfite conversion using the EZ DNA Methylation Gold kit (Zymo Research) according to the manufacturer’s instructions with the addition of human total RNA as carrier. The bisulfite-converted DNA samples were amplified using KAPA HiFi HotStart Uracil (Roche) with 25 μM PE1 and PE2 full-length primers containing Illumina library indices for multiplexing (Table 1). Amplified libraries were purified using 0.7x reaction volume of AMPure XP beads and eluted in 22 μL 10 mM Tris-HCl [pH 8]. Aliquots of 15 μL of resulting libraries were run in a 2% agarose gel, and the desired 200–600 bp DNA library fragments were selected and isolated using the PureLink DNA gel extraction kit (Invitrogen). Library quality was confirmed using the Agilent 2200 TapeStation nucleic acids system and the Agilent High Sensitivity D1000 DS DNA kit. The resulting libraries had an average size of 350–550 bp. Size-selected libraries were diluted to 4 nM concentration and combined for paired-end, single index sequencing on the Illumina NextSeq 550 instrument using an illumina 550 High Output v2 (75 cycles) kit. Cycle distribution was 45 cycles for Read 1, 35 cycles for Read 2, and 8 cycles for the library index read.

### ChIP-BS-seq data analysis

Sequencing data were aligned using Bismark and Bowtie (https://www.bioinformatics.babraham.ac.uk/projects/bismark/Bismark_User_Guide.pdf) using the single-ended approach. TDF genomic browser files were produced using IGV count and data on CpGs were extracted using Bismark_methylation_extractor program, a part of the Bismark package. Using in house scripts (available upon request), we counted the number of methylated vs. non methylated CpGs within all 200-bp bins for all different chromatin marks, differentiation time points, and replicates. We applied HOMER to find peaks using ChIP-seq criteria, (we defined peak size to be 2500 bp, we turned off the option of filtering based on local and clonal signal) and used BEDTools to intersect bins with genomic intervals such as promoters, genes, and predicted enhancers.

### Single-cell experiments and library preparation

Microfluidic operations were performed using the Fluigent microfluidic pump system in a microfluidic device that was fabricated by soft lithography following standard InDrop protocols. The system contains four inlets: the cell inlet, the barcoded bead inlet, the reverse transcription/lysis mix inlet, and the carrier oil inlet. Cells were loaded into the cell inlet at 500,000 cells/ml in PBS containing 10% v/v Optiprep (Sigma) and were maintained in suspension using a magnetic micro stir bar placed in the tube. Barcoded beads were prepared as previously described ^39^ and kept in dark at 4°C in 50% (v/v) 10 mM Tris-HCl [pH 8], 0.1 M EDTA, 0.1% (v/v) Tween-20. For a typical experiment, 200–400 μL barcoded acrylamide beads were centrifuged in a 1.5-mL Eppendorf tube at 1000xg for 2 min to obtain a packed bead volume of 100–200 μL. After aspirating residual buffer from the pelleted beads, the tube was loaded onto the barcoded bead inlet in the microfluidics setup. The reverse transcription/lysis mix consisted of 180 μL of 5X First-Strand buffer (Invitrogen), 27 μL 10% (v/v) IGEPAL CA-630 (Sigma), 18 μL 25 mM dNTPs (NEB), 30 μL 0.1 M DTT (Invitrogen), 45 μL 1 M Tris-HCl [pH 8.0] (Biological Industries), 30 μL murine RNase inhibitor (NEB), 45 μL SuperScript III reverse transcriptase (200 U/μL, Invitrogen), and 75 μL nuclease-free water (Biological Industries) in a total volume 450 μL. The carrier oil was HFE-7500 with 3% (w/w) fluorosurfactant (RAN Biotechnologies). Typically, 2–3 mL of carrier oil were used.

During a microfluidics run, the cell suspension or encapsulated cells, reverse transcription/lysis mix, and collection tubes were kept on ice. Flow rates were 100 μL/h for cell suspension, 100 μL/h for reverse transcription/lysis mix, 25 μL/h for barcoded acrylamide beads containing photocleavable barcoding poly-T primers, and 150 μL/h for carrier oil to produce 2 nL drops. The collection tubes were exposed to 6.5 J/cm^2^ of 365-nm UV light for 10 min to release photocleavable barcoding primers from the barcoding beads. Next, the collection tubes containing the UV-exposed emulsions were transferred to a reverse transcription reaction at 50°C for 2 h followed by 15 min at 70°C. Each sample was demulsified by addition of 50 μL perfluoro-1-octanol (Sigma) to release the barcoded cDNA from the droplets.

To remove unused primers and primer dimers, the upper, aqueous phase containing the barcoded cDNA (~50 μL) was combined with 50 μL digestion mix containing 5 μL ExoI enzyme (NEB), 5 μL HinFI enzyme (NEB), 5 μL ExoI buffer (NEB), 5 μL CutSmart buffer (NEB), and 30 μL of nuclease-free water and incubated for 1 h at 37°C and 10 min at 80°C. The reaction product (in the form of a cDNA:RNA hybrid) was purified with 1.5x reaction volume of AMPure XP beads and eluted in 13.5 μL TE buffer (10 mM Tris–HCl [pH 8.0], 0.1 mM EDTA).

For second-strand synthesis, 13.5 μL digestion reaction product was combined with 1.5 μL second-strand synthesis (SSS) buffer and 1 μL of SSS enzyme mix from the NEBNext mRNA Second Strand Synthesis Module (NEB) and incubated at 16°C for 2.5 h, followed by 20 min at 65°C. For linear amplification by in vitro transcription, SSS reaction products (16 μL) were combined with 24 μL HiScribe T7 High Yield RNA Synthesis Kit (NEB) reagent mix containing 4 μL T7 Buffer, 4 μL ATP, 4 μL CTP, 4 μL GTP, 4 μL UTP, and 4 μL T7 enzyme mix. The reaction was incubated at 37°C for 13 h, and the resulting RNA was purified with 1.3x reaction volume of AMPure XP beads and eluted with 20 μL TE buffer. Aliquots of 9 μL were stored at -80°C, 2 μL were analyzed, and the remaining 9 μL were used for library preparation.

The RNA was fragmented using RNA fragmentation kit (Ambion), and 9 μL of this sample was combined with 1 μL of RNA fragmentation reagent and incubated at 70°C for 2 min. The sample was transferred to ice, and 40 μL fragmentation stop mix containing 5 μL fragmentation stop solution and 35 μL TE buffer was added. Fragmented RNA was purified with 1.3x reaction volume of AMPure XP beads and eluted in 10 μL TE buffer. The resulting amplified and fragmented RNA was reverse transcribed using a random hexamer primer as follows: First, 10 μL RNA was mixed with 2 μL of 100 μM PvG748-SBS12-RT random hexamer primer (IDT) and 1 μL of 10 mM dNTP mix (NEB). The sample was incubated for 3 min at 65°C and transferred to ice. The following components were added to the reaction to a total volume of 20 μL: 4 μL of 5x First-Strand SuperScript III buffer (Invitrogen), 1 μL of 0.1 M DTT (Invitrogen), 1 μL murine RNase inhibitor (NEB), and 1 μL of 200 U/μL SuperScript III reverse transcriptase (Invitrogen).

Following reverse transcription, the reaction volume was brought to 50 μL by adding 30 μL nuclease-free water, and the resulting cDNA was purified with 1.2x reaction volume of AMPure XP beads and eluted in 11.5 μL TE buffer. The resulting libraries were PCR amplified using standard PE1/PE2 full-length primer mix containing Illumina library indices for multiplexing. Each PCR reaction contained 11.5 μL post-RT cDNA library, 12.5 μL 2x KAPA HiFi HotStart PCR mix (Kapa Biosystems), and 1 μL of 25 μM PE1/PE2 index primer mix. Amplification was performed in 14 cycles. Amplified libraries were purified using 0.7x reaction volume of AMPure XP beads and eluted in 30 μL nuclease-free water. Aliquots of 15 μL of each resulting library were run in 2% agarose gels, and 200–800 bp DNA library fragments were isolated using PureLink DNA gel extraction kit (Invitrogen). Library quality was confirmed by Agilent 2200 TapeStation nucleic acids system (Agilent) using the Agilent High Sensitivity D1000 DS DNA kit. The resulting libraries had an average size of 350–550 bp. Size-selected libraries were diluted to 4 nM concentration and combined for paired-end, single-index sequencing on the Illumina NextSeq 550 instrument using an illumina 550 High Output v2 (75 cycles) kit. Cycle distribution was 45 cycles for Read 1, 35 cycles for Read 2, and 8 cycles for the library index read.

### Gene expression analysis

Single-cell RNA-seq data were processed using in-house scripts (available upon request) and analyzed using Seurat algorithm. Seurat is an R package designed for QC, analysis, and exploration of single-cell RNA-seq data [46]. Cells with more than 10000 unique molecular identifiers were kept for analysis. A global-scaling normalization method “LogNormalize” with a scale factor of 10,000 was applied on the filtered dataset. Identification of highly variable genes was performed with the following parameters: x.low.cutoff = 0.2; x.high.cutoff = 5; y.cutoff = 0.5 and y.high.cutoff = 10. Principal component analysis was performed on the scaled data and first 10 principal components were used for clustering and tSNE representations.

## Supporting information

S1 Fig Cell state validation using real-time RT-PCR (qPCR). Expression level of pluripotency markers **(A)** and differentiation markers **(B, C)** was measured. The graphs represent average gene expression levels normalized to the expression levels of GAPDH from 3 independent experiments (shown are mean values ± SEM of 3 biological replicates, asterisks represent significant changes according to 1-tailed Student’s t-test).
(TIFF) Click here for additional data file.

S2 Fig Boxplots of percent 5mC in ChIP-BS-seq datasets for (A) H3K4me1, (B) H3K27ac, and (C) H3K36me3 for ESCs and differentiated cells (Diff). The differences between the distributions of 5mC percentages are all statistically significant with p < 10^-10^ according to two-sample Wilcoxon test.
(TIFF) Click here for additional data file.

S3 Fig The number of LMRs with 20–80% 5mC of indicated lengths based on data from Stadler et al [23]. (TIFF) Click here for additional data file.

S4 Fig **(A and B)** 5mC percentages in A) ESCs (n = 55,537 bins) and B) differentiated cells (Diff; n = 57,093 bins) within distal enhancers bound by both H3K4me1- and H3K27ac-marked nucleosomes. The 5mC percentage is significantly higher for H3K4me1 than for H3K27ac for both cell types (t-test, p < 10^−10^). Dashed line emphasizes the differences in 5mC levels between the two marks. **(C and D)** Boxplots of 5mC percentages for each histone mark in C) ESCs and D) differentiated cells. **E.** Upon differentiation, ESCs LMRs as 200bp segments were checked for methylation levels. Most of ESCs LMRs stayed LMRs upon differentiation (Methylation percentages between 30–90%, between the two red lines). A smaller fraction lost methylation percentages, becoming UMRs (0–20% methylation, 0 to black line). LMR to LMR enhancers regulate 4035 genes and LMR to UMR enhancers regulate 341 genes. **F.** The methylation changes of LMR upon differentiation. Green is H3K4me1 and red is H3K27ac. Description of the boxplots from left to right: LMR in ESC, LMR that are changed to UMR upon differentiation and LMR that are unchanged upon differentiation. **G.** The number of reads (peak intensity) of the LMR remaining LMR and LMR changed to UMR upon differentiation. Green is H3K4me1 and red is H3K27ac. Description of the boxplots from left to right: LMR in ESC, LMR that are changed to UMR upon differentiation and LMR that are unchanged upon differentiation.
(TIFF) Click here for additional data file.

S5 Fig **(A)** 5mC percentages in H3K4me1 vs. H3K27ac in genomic segments in ESCs. Only genomic bins with more than 30 CpGs in both ChIP-BS-seq assays are shown. DMEs were defined as 200-bp bins with methylation differences exceeding 20% in either direction. **(B)** Number of H3K27ac reads for H3K4me1 DMEs and H3K27ac DMEs.
(TIFF) Click here for additional data file.

S6 Fig Histogram of the number of DME bins normalized by the amount of total enhancer bins in each chromosome. (TIFF) Click here for additional data file.

S7 Fig ChIP Bisulfite-seq of Extraembryonic Endoderm Differentiated cells. **A.** R1 cells after 9 days XEN differentiation (50 μm scale). **B.** IGV tracks of Dab2 and Sox11. Top (green) panel is H3K4me1 in ESC, Differentiated RA and two repeats of Differentiated XEN. Bottom (red) panel is H3K27ac in ESC, Differentiated RA and two repeats of Differentiated XEN. **C.** Percentage of 5mC in ChIP experiments of H3K4me1 and H3K27ac. **D.** MsigDB Gene Ontology terms of genes (189) regulated by XEN DME enhancers (214). Complete gene list can be found in S6 Table.
(TIFF) Click here for additional data file.

S8 Fig Violin plots of **(A)** number of genes (nGenes) and **(B)** number of transcripts (nUMIs) calculated based on single-cell RNA-seq data using a pipeline that employs RSEM for alignment and expression profiling and the Seurat algorithm for normalization, scaling, clustering, and graphics.
(TIFF) Click here for additional data file.

S9 Fig Heatmap of ESCs showing most variable genes detected in Fig 4A. (TIFF) Click here for additional data file.

S10 Fig (**A**) Heatmaps showing normalized numbers of 5C and 5mC aligned reads within 200-bp bins 5 Kb up and downstream of TSSs. To reduce the number of TSSs presented, we randomly selected 3,500 TSSs with balanced representation of all expression levels. (**B**) Extraction of 5mC reads around TSSs from H3K4me1 ChIP-seq data from ESCs. Expression is plotted from high to low on the x axis for all genes (black), DME-regulated genes (green), and a randomly selected set of genes of the same size as the DME set (red). Boxplots summarizing the same data are shown in the upper right side.
(TIFF) Click here for additional data file.

S11 Fig MNase digestion profile analyzed by gel electrophoresis. A clear ladder, indicative of digested chromatin, is observed in both ESC replicates. Size markers in 50-bp increments are shown on the left.
(TIFF) Click here for additional data file.

S1 Table The number of bins (of 200 bp), peaks, and regulated genes used for analysis of ESC data. H3K4me1 bins are shown in green, H3K27ac bins are in red, and bins shared by both enhancer marks are in grey. Peaks were defined using the HOMER peak caller algorithm. For each row, a different set of thresholds was applied; different shades mark different thresholds of 5mC percentages as indicated above each row. Genes regulated by enhancers were identified by Shen *et al*. [38].
(PDF) Click here for additional data file.

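Each bin of S1 Table is a 200-bp segment that overlaps a HOMER peak of the mark. Its rows keep the bins above a CpG count and then those below or above a 5mC percentage. The paper also places its bins at least 10 kb from TSSs, a filter not applied to the counts given here and for S2 Table. In the deposited bins of ESCs with more than 30 CpG counts, 196066 of the H3K4me1 bins in peaks were under 20% 5mC and 268844 were over 30%. For H3K27ac, 121579 were under 20% and 15889 over 30%. The regulated genes of the table were not analysed here.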

S2 Table The number of bins (of 200 bp), peaks, and regulated genes used for analysis of data collected for differentiated cells. (PDF) Click here for additional data file.

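S2 Table applies the same steps to cells treated with retinoic acid. Of the deposited H3K4me1 bins in peaks with more than 30 CpG counts, 63916 were under 20% 5mC and 285924 over 30%, and of the H3K27ac bins 91674 were under 20% and 45246 over 30%.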

S3 Table Gene list for Fig 2E. (XLSX) Click here for additional data file.

S4 Table List of genes regulated by DMEs in ESCs and Diff cells. (XLSX) Click here for additional data file.

S5 Table SC-RNAseq gene markers for each cluster. (XLSX) Click here for additional data file.

S6 Table Gene list for S7D Fig. (XLSX) Click here for additional data file.

# Supplementary material for: DNA methylation patterns expose variations in enhancer-chromatin modifications during embryonic stem cell differentiation
**Source:** PLoS Genet. 2021 Apr 12;17(4):e1009498. doi: 10.1371/journal.pgen.1009498
**Supplement:** S1 Table — H3K4me1 bins are shown in green, H3K27ac bins are in red, and bins shared by both enhancer marks are in grey. Peaks were defined using the HOMER peak caller algorithm. For each row, a different set of thresholds was applied; different shades mark different thresholds of 5mC percentages as indicated above each row. Genes regulated by enhancers were identified by Shen et al. [38].

Table S1

ChIP-BS-Seq data from ESCs

| H3K4me1             |        |                 | H3K27ac             |        |                 |
|---------------------|--------|-----------------|---------------------|--------|-----------------|
| Bins                | Peaks  | Regulated Genes | Bins                | Peaks  | Regulated Genes |
| 1,308,520           | 51,582 | 11,976          | 1,230,054           | 36,661 | 9,248           |
| Bins CpG>30         |        |                 | Bins CpG>30         |        |                 |
| 356,366             | 44,946 | 11,299          | 66,210              | 16,356 | 6,170           |
| Bins CpG>30 %5mC<20 |        |                 | Bins CpG>30 %5mC<20 |        |                 |
| 107,845             | 24,868 | 5,260           | 45,340              | 10,848 | 4,850           |
| Bins CpG>30 %5mC>30 |        |                 | Bins CpG>30 %5mC>30 |        |                 |
| 28,462              | 12,701 | 5,132           | 4,932               | 3,736  | 1,963           |

H3K4me1 and H3K27ac

| Bins        | Peaks  | Regulated Genes |
|-------------|--------|-----------------|
| 1,158,451   | 23,488 | 8,209           |
|             | 28,913 |                 |
| Bins CpG>30 |        |                 |
| 55,537      | 12,025 | 5,493           |
|             | 13,226 |                 |

# Supplementary material for: DNA methylation patterns expose variations in enhancer-chromatin modifications during embryonic stem cell differentiation
**Source:** PLoS Genet. 2021 Apr 12;17(4):e1009498. doi: 10.1371/journal.pgen.1009498
**Supplement:** S2 Table

Table S2

## ChIP-BS-Seq data from differentiated cells

### H3K4me1

| Bins                      | Peaks  | Regulated Genes |
|---------------------------|--------|-----------------|
| 1,270,711                 | 43,615 | 10,733          |
| ↓                         |        |                 |
| Bins<br>CpG>30            | 37,918 | 9,927           |
| ↓                         |        |                 |
| Bins<br>CpG>30<br>%5mC<20 | 10,513 | 2,939           |
| ↓                         |        |                 |
| Bins<br>CpG>30<br>%5mC>30 | 21,729 | 7,146           |

### H3K27ac

| Bins                      | Peaks  | Regulated Genes |
|---------------------------|--------|-----------------|
| 1,204,246                 | 27,858 | 7,957           |
| ↓                         |        |                 |
| Bins<br>CpG>30            | 15,904 | 5,929           |
| ↓                         |        |                 |
| Bins<br>CpG>30<br>%5mC<20 | 6,713  | 3,484           |
| ↓                         |        |                 |
| Bins<br>CpG>30<br>%5mC>30 | 7,293  | 3,536           |

### H3K4me1 and H3K27ac

| Bins           | Peaks            | Regulated Genes |
|----------------|------------------|-----------------|
| 1,108,529      | 19,497<br>23,889 | 7,239           |
| ↓              |                  |                 |
| Bins<br>CpG>30 | 12,287<br>14,122 | 5,375           |

How the deposited data were processed for this re-analysis (not part of the article)

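The data were bisulfite-sequenced ChIP libraries (ChIP-BS-seq) of H3K4me1 and H3K27ac from R1 mouse ESCs after 2 days without 2i, from the same cells after 4 days with 1 µM retinoic acid (differentiated cells) and from XEN cells after 9 days of direct differentiation with 0.1 µM retinoic acid, and single-cell RNA-seq (InDrop) of ESCs and differentiated cells. The paper repeated each experiment. For ESCs and differentiated cells 1 file of counts per mark was analysed, called a library, and whether it holds 1 repeat or several was not established. There were 2 replicate libraries per mark in XEN cells, and 1 sample per cell state in the single-cell data. Samples were assigned to conditions from the sample labels and the paper. For XEN cells the names of the deposited files give the marks the other way round from the labels. The labels were followed, and the text writes of the library labelled with a mark.

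For ChIP-BS-seq the authors aligned reads with Bismark and Bowtie, removed reads whose CpGs had mixed methylation states, and deposited raw counts of methylated and unmethylated CpGs per 200-bp bin. The column of methylated counts was taken as the one that is rare on the mitochondrial genome, and the 2 columns are in the opposite order in the XEN files. XEN files list only bins with at least 4 counts. The authors called peaks with HOMER, with local and clonal filtering turned off, and the deposited peak lists carry a score per peak, used here only to rank peaks within a list. For single-cell RNA-seq the authors used RSEM, and the deposited values are expected counts of UMIs per UCSC transcript and cell, not scaled. They were rounded to whole numbers.

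From the counts, 5mC was computed as methylated over all CpG counts, per library or per bin. Bins needed at least 30 CpG counts in each library compared and, in ESCs and differentiated cells, an overlap of at least 1 bp with a peak. DMEs were bins in peaks of both marks whose 5mC differed by more than 20 percentage points. UMRs were under 20% 5mC, and enhancers that shifted to LMR were over 30%. No annotation of the files' build was used, so bins within 10 kb of a TSS stayed in. Shares have exact 95% (Clopper-Pearson) intervals, which cover counting error only. Per bin, Fisher's exact test with Benjamini-Hochberg adjustment compared 2 libraries. For XEN cells an exact permutation test compared 2 libraries with 2. Counting error in DME calls was simulated with 100 draws. The rule for bins named in the text was the 3 with the largest difference in each direction among those with at least 100 CpG counts in both marks and an adjusted p under 0.05, and only 2 with higher 5mC in H3K27ac met it. A rule to report the genes that the Results name could not be followed, since the identifiers were not paired with gene names and the bins with no gene.

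The DME call with Fisher's exact test also required (adjusted p under 0.05) was tested on simulated data, with 200 bins changed by 40 points. In the comparison of marks in ESCs, over 92471 bins, 74% of the changed bins were called, and 95.7% of the 47 changed bins with at least 60 counts. In differentiated cells, over 95410 bins, it was 80.5%, and 96.9% of 65. With Fisher's exact test, 2 unchanged bins were called in ESCs and 1 in differentiated cells, while without it 895 and 1712 unchanged bins passed 20 points. The share of changed bins called without Fisher's exact test was not computed.

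The depth was between 32305709 and 58803653 CpG counts per library in ESCs and differentiated cells and between 12147115 and 31345707 in XEN cells. Single cells with more than 10000 UMIs were kept. They were thinned to 10000 UMIs before transcripts per cell and distances between cells were compared, were not thinned for clustering, and were clustered by k-means on 10 principal components. Doublets were not removed.

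The alternatives were coverage minimums of 20 and 60 counts, a difference of 30 points, UMRs under 10% 5mC, other sets of bins and peaks, an added Fisher's exact test, other correlation coefficients, leaving out each XEN library, the replicate number as a stratum, all deposited cells and Louvain clustering at a resolution of 0.8. Those added later are named in the closing section. The input and H3K36me3 samples, gene assignments and TSS profiles were not analysed here, and the paper's gene lists were not used. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, scikit-learn 1.9.0, scanpy 1.11.5 and igraph 0.11.9, and drawn with matplotlib 3.10.9.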

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

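The tests of bisulfite conversion were chosen after the methylated counts on the mitochondrial genome had been seen, and the test of the labels was chosen before its result was seen.

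In XEN cells the difference between the marks had the opposite sign from that in retinoic acid cells. Labelled H3K4me1 minus labelled H3K27ac was -13.0 percentage points in XEN cells and H3K4me1 minus H3K27ac was 16.2 points in retinoic acid cells. Every library labelled H3K4me1 was less methylated than every library labelled H3K27ac. The difference between the cell types was not tested, since 1 set of counts per mark was analysed for retinoic acid cells. A mislabelled set of samples is a candidate explanation. If the marks were exchanged in the labels, the ratio of coverage between the labelled marks should run against that of retinoic acid cells, and it did. Over 779056 bins, the log2 ratio of CpG counts, labelled H3K4me1 over labelled H3K27ac, had a Spearman coefficient of -0.511 with the ratio H3K4me1 over H3K27ac in retinoic acid cells, and of -0.261 with that in ESCs. Over the 4 pairings of replicates the coefficients with retinoic acid cells lay between -0.485 and -0.428. The libraries labelled H3K27ac also hold more CpG counts and more bins past the coverage minimum (190465 and 279093, against 47271 and 61030), as the H3K4me1 libraries of the other cells do. The names of the deposited files, which give the marks the other way round, were not used to assign a library. By single libraries, coverage was in each of the 4 closer to the other mark of retinoic acid cells than to the mark of its label. A biological difference in 5mC alone, with the labels right, leaves this coverage unaccounted for, so the values argue against it as the whole explanation. Whether XEN and retinoic acid cells also differ in the size of the difference between the marks was not tested and stays open. The direction of each XEN result is therefore uncertain, while the number of bins past 20 points in both directions together does not depend on which label is right. The direction also rests on the column taken as methylated in the XEN files.

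Methylated CpG counts appeared on the mitochondrial genome, which the paper does not report on, above the limit that a count of 0 allows. The share was 0.383% of 7053 counts in the H3K4me1 library of ESCs, 3.55% of 535 in their H3K27ac library, 3.23% of 1176 in the H3K4me1 library of differentiated cells and 6.44% of 497 in their H3K27ac library. In XEN cells it was 0.242% of 1654 counts (4 counts) in replicate 2 labelled H3K27ac, and under the limit in the other libraries. XEN shares are over bins with at least 4 counts, the only ones listed. The methylated column was taken as the one rare on this genome, so low shares follow in part from that choice. Incomplete bisulfite conversion could leave such counts. For the H3K27ac libraries of ESCs and differentiated cells the values argue against a library-wide rate of incomplete conversion as the whole cause. In bins with at least 200 CpG counts only 0.804 and 1.30% of counts were methylated, below the lower ends of the mitochondrial intervals, 2.15 and 4.45%. Those intervals treat counts as independent, and incomplete conversion of mitochondrial DNA alone was not tested. For the H3K4me1 libraries and the XEN library incomplete conversion cannot be told apart from other causes. In autosomal bins with at least 200 counts in both H3K27ac libraries, 2.94% of the counts of the H3K4me1 library of ESCs were methylated, 4.53% of that of differentiated cells and 26.7% of XEN replicate 2 labelled H3K27ac. These shares do not lie below the mitochondrial intervals (0.252 to 0.556, 2.30 to 4.41 and 0.0659 to 0.618%), so they exclude nothing. The paper's spiked-in oligonucleotides (Fig 1B) were not analysed here. The methylated counts were few, and how uneven they were differed between libraries. In the H3K27ac library of ESCs, 7 of 53 mitochondrial bins held the methylated counts, and 1 bin held 10 of the 19. In that of differentiated cells it was 12 of 50 bins, and 1 bin held 7 of the 32. In the H3K4me1 library of ESCs it was 16 of 56 bins, with at most 4 of the 27 in 1 bin. In that of differentiated cells it was 13 of 53 bins, and 1 bin held 13 of the 38. Reads from nuclear copies of the mitochondrial genome were not tested, and no biological explanation was tested.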

How the results depend on the processing

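The design and 106 of the 134 alternative values below were set before the data were examined, and the other 28 were added after the values were seen. The added ones are peaks in both cell states, bins covered in all 4 libraries, all peaks as the denominator, XEN bins in the peaks of retinoic acid cells or covered in those cells, every pairing of XEN replicates, replicate 1 or replicate 2 of each labelled mark alone, and both alternatives for 3 of the 6 pairs of correlated counts. Of the 134 values of 38 results, 33 stayed within their counting interval, their replicate SD or 1.5 times their count, 96 moved further and 5 changed sign. Where a value moved, the cause was not tested, unless stated. Intervals on pooled percentages and medians are very narrow, so that small shifts count as moved.

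Pooled 5mC kept its direction throughout. The rise after retinoic acid was 19.1 points (H3K4me1) and 6.89 points (H3K27ac) over bins with at least 30 counts, 18.0 and 10.3 points inside each library's own peaks, and 16.3 and 5.75 points on autosomes. H3K4me1 lay above H3K27ac by 22.9, 15.8 and 5.57 points in ESCs and by 35.1, 23.5 and 16.1 points in differentiated cells under these 3 choices.

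The median change per H3K4me1 bin was 17.7 points in the higher-scoring peaks, 17.6 in peaks of both cell states and 10.8 in bins covered in all 4 libraries. For H3K27ac it was 1.47 points with a minimum of 20 counts, 0.301 with 60, and 6.67 in bins covered in all 4 libraries, so that its size, though not its direction, followed coverage. The median difference between the marks in shared bins was 0.0900, 0.943 and 0.432 points in ESCs with a minimum of 20, of 60, and with a peak of either mark. In differentiated cells it was 2.84 and 3.54 points with 20 and 60.

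DME counts followed the threshold. With H3K4me1 higher and H3K27ac higher in ESCs they were 4111 and 4602 with a minimum of 20 counts, 85 and 20 with 60, 151 and 134 past 30 points, and 50 and 9 with Fisher's exact test. In differentiated cells they were 10477 and 2647, 719 and 25, 610 and 54, and 595 and 11. Lower coverage lets more bins in and passes 20 points by counting error more often, by construction. The direction in differentiated cells held under each of these, with 79.8 to 98.2% of DMEs higher in H3K4me1, while in ESCs that share went from 47.2% with 20 counts, where H3K27ac was the higher mark more often, to 84.7% with Fisher's exact test.

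Enhancers with a UMR were 47.2, 59.6, 36.3 and 32.7% in ESCs and 31.5, 34.7, 22.4 and 18.6% in differentiated cells with a minimum of 20, of 60, with UMRs under 10%, and over all peaks, so the share was lower after differentiation under each. Of ESC UMR enhancers, 4631 became LMR with a minimum of 60 counts, fewer than the 5021 that stayed UMR, which is the other order from the one with 30. The ratio of DME rates on chromosome X to autosomes in differentiated cells, from 1.17 to 1.54 over its alternatives, stayed within its interval.

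Each change of sign was in a correlation, over bins with more than 30 counts in at least 1 library. H3K4me1_C with H3K4me1_5mC in differentiated cells went to 0.448, and with Pearson's coefficient it was -0.0221. In ESCs that pair gave 0.224 and 0.175. H3K4me1_C with H3K27ac_C gave 0.509 over those bins and 0.0368 with Pearson's coefficient in ESCs, and 0.576 and 0.320 in differentiated cells. H3K4me1_5mC with H3K27ac_5mC gave 0.538 and 0.779 in ESCs, and 0.603 and 0.796 in differentiated cells. H3K27ac_C with H3K27ac_5mC changed sign over those bins in both cell states, to 0.0687 in ESCs and 0.249 in differentiated cells, and was -0.149 and -0.221 with Pearson's coefficient. In differentiated cells H3K4me1_C with H3K27ac_5mC went to 0.207 (Pearson's coefficient -0.0950) and H3K4me1_5mC with H3K27ac_C to 0.0850 (-0.365), also with a change of sign. In ESCs these pairs gave 0.0414 (0.0150) and -0.180 (-0.290), with the sign as before.

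In XEN cells the difference between the labelled marks was -44.3 points over bins with at least 30 counts. It ranged from -13.6 to -12.3 points across the 4 fits that each left out one replicate. Bins with labelled H3K4me1 higher and labelled H3K27ac higher numbered 3718 and 12044 with a minimum of 20 counts, 28 and 654 with 60, 44 and 866 with Fisher's exact test, 14 and 398 from the mean of the replicates, 1 and 89 where every pairing of replicates passed, 179 and 1355 from replicate 1 of each labelled mark alone, 291 and 1589 from replicate 2 alone, and 281 and 2388 in bins covered in retinoic acid cells. They ranged from 120 to 977 and from 1279 to 4379 across the 4 fits that each left out one replicate, and a library labelled H3K4me1 decided them. Without its replicate 1 they were 192 and 1486, and without its replicate 2 they were 120 and 1279, when fewer bins reach the minimum by construction (35860 and 26484 of 105990). The replicates share only a number. Over 14551 bins the differences between replicates 1 and 2 had a correlation of -0.00932 between the labelled marks, and neither the paper nor the labels say that a number marks a shared batch. With the replicate number as a block, in a Cochran-Mantel-Haenszel test, 52 and 1037 bins were called, and the pooled difference was again -13.0 points. No paired analysis was possible in ESCs and differentiated cells because 1 set of counts per mark was analysed there.

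Over all deposited cells, median UMIs per cell were 9858 in ESCs and 11235.5 in differentiated cells, and median identifiers were 2576 and 2267.5, lower by construction since shallower cells are let in. The ratio of cell-to-cell distances was 1.39 without thinning and 1.26 by Pearson correlation. Louvain clustering gave 6 clusters of differentiated cells in place of 4.

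Alternatives that need gene names or a TSS annotation were not run: the shares of cells with a Nanog or Pou5f1 UMI, clustering without the named genes, and the correlation of 5mC around TSSs with expression. With no TSS filter in any value, the alternative without one is the value as reported. Depth limits single bins. Of the 4429 DMEs of differentiated cells with H3K4me1 higher, 595 also passed Fisher's exact test, so which of the others differ beyond counting error cannot be said at this depth.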

Differences from the paper's values

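No test of a cause was run here, and alternatives chosen after seeing the values are marked. The paper's bins lie at least 10 kb from TSSs, a filter not applied to any value here, so the sets of bins differ.

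The paper compares 111377 H3K4me1 bins and 16019 H3K27ac bins between cell states, and 204686 and 81132 were found here. None of the alternatives set before the data were examined closed the gap.

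The paper gives 356366 H3K4me1-enriched and 66210 H3K27ac-enriched bins with more than 30 CpG counts in ESCs and 64080 H3K27ac-enriched bins in differentiated cells. Here the numbers were 546952, 146726 and 147087. Its overlapping bins are 55537 in ESCs and 57093 in differentiated cells, against 87148 and 90558. For these no alternative was set. The paper's overlapping bins cover 50% of enhancers in ESCs and 60% in differentiated cells, against 14.6 and 14.2% of merged peaks here, also with no alternative set.

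The paper's S1 and S2 Tables give 51582 H3K4me1 and 36661 H3K27ac peaks in ESCs and 43615 and 27858 in differentiated cells, against 145840, 100469, 158989 and 102600 in the deposited lists. They give 1308520 H3K4me1 bins in ESCs, against 1991064. Of bins under 20% 5mC in ESCs they give 107845 (H3K4me1) and 45340 (H3K27ac), against 196066 and 121579, and of bins over 30% 28462 and 4932, against 268844 and 15889. No alternative was set for these counts.

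The paper states UMRs in 15% of enhancers in differentiated cells, and 33.4% was found. With UMRs under 10% 5mC the share was 22.4%, within 1.5 times the paper's value. Coverage minimums of 20 and 60 counts did not close the gap. Over all peaks, a denominator chosen after seeing the values, it was 18.6%, also within 1.5 times.

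The paper has 250 UMR enhancers that stayed unmethylated and 1082 that became LMR, against 7073 and 8125. The median of a peak's bins (8337 and 8784) and a minimum of 60 counts (5021 and 4631) did not close the gap.

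For XEN cells the paper gives 214 DMEs, without their direction, and 792 bins had higher 5mC in the libraries labelled H3K4me1 and 4279 in those labelled H3K27ac. With labelled H3K4me1 higher, the following was found. Without replicate 1 labelled H3K4me1 the number was 192, within 1.5 times the paper's. None of the other alternatives set before the data were examined closed the gap, among them coverage minimums of 20 and 60 counts (3718 and 28), Fisher's exact test (44), the replicate block (52), the mean of the replicates (14) and the other libraries left out (120, 977 and 904). Within 1.5 times were also replicate 1 and replicate 2 of each labelled mark alone (179 and 291) and the bins covered in retinoic acid cells (281), all chosen after seeing the values. With labelled H3K27ac higher, no alternative came within 1.5 times.

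The paper gives 2000 genes per ESC, and a median of 3091.5 transcript identifiers per kept ESC was found. Over all deposited cells it was 2576, within 1.5 times. An identifier is a transcript, so the units are not the same.

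Values read from figures also differed. Median 5mC of H3K27ac bins was about 7% in ESCs and about 22% in differentiated cells in Fig 2B, read by eye, against 0.746 and 1.47%, and none of the alternatives set before the data were examined closed the gap. Fig 2B shows distal enhancers, while bins near TSSs stayed in here. The paper reports that regions of H3K27ac around TSSs are depleted of 5mC, so these medians are not those of the same kind of bins. In bins of both marks in differentiated cells, H3K27ac was about 17% in Fig 3B, read by eye, against 26.8%. A minimum of 60 counts gave 20.9%, within 1.5 times, while a minimum of 20 (34.8%) and a peak of either mark (26.3%) did not.

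The paper reports fewer genes per cell in ESCs than in differentiated cells. Here ESCs had more identifiers, 3091.5 against 2552, and 2753.5 against 2314 at equal depth.

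The paper reports reduced H3K4me1 and H3K27ac signals at enhancers that remained LMRs. The median log2 ratios here were 0.12 and 0.28. They are scaled to library totals, while S4G Fig is described as numbers of reads, so the units need not be the same. The H3K4me1 library held fewer CpG counts in differentiated cells (47177841) than in ESCs (58803653), so without scaling its ratio would be lower. Ratios without scaling were not computed.

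The paper reports a strong correlation between H3K4me1_C and H3K27ac_C in ESCs, and 0.0196 was found. Over bins with more than 30 counts in at least 1 library it was 0.509. It reports a higher correlation between unmethylated and methylated states after differentiation. For H3K4me1 the coefficient was 0.325 in ESCs and -0.0579 in differentiated cells, and over bins with more than 30 counts in at least 1 library it was 0.224 and 0.448, higher as the paper states. For H3K27ac the coefficients were -0.241 and -0.385, and over those bins 0.0687 and 0.249, also higher. For this mark the values over those bins were computed after the data were seen.

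The paper found no evidence that the distribution of DMEs deviates between chromosome X and autosomes. In differentiated cells 7.70% of shared bins on chromosome X were DMEs, above the 4.56 to 6.16% of single autosomes. The denominators differ, since S6 Fig divides by all enhancer bins of a chromosome and not by shared bins.

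The paper reports fewer DMEs and smaller differences between the marks in XEN cells than in retinoic acid cells. Without a filter on peaks, 5071 bins passed 20 points in XEN cells in both directions together and 5106 in retinoic acid cells. With H3K4me1 higher by the labels the numbers were 792 of 105990 bins and 4514 of 97197, in the paper's order. If the labels are exchanged, which is the order coverage gives, the number for XEN cells is 4279 (4.04% of bins against 4.64%), close to that of retinoic acid cells.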

Other observations

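The tests of counting error and of variation between libraries of one mark were chosen after the DME counts had been seen. Those of unenriched DNA by peak score, chromosome X and single-cell depth were chosen before their results were seen. The comparison of depth for unenriched DNA was made afterwards.

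Counting error could produce DMEs from bins of equal 5mC. With both marks drawn from 1 common level per bin at the real coverage, at most 491 bins of ESCs had H3K4me1 higher by more than 20 points in 100 draws, against 1257 observed, and at most 539 had H3K27ac higher, against 950. In differentiated cells at most 940 had H3K4me1 higher, against 4429. The draws exclude error of independent CpG counts as the whole cause for these. CpGs of one read are not independent, and the draws do not cover error from the sampling of reads. The draws gave more DMEs with H3K27ac higher in differentiated cells than were observed (771 to 924 drawn, 576 observed).

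Libraries of 1 mark also differ by more than counting error, for example through reads with several CpGs and amplification. This was weighed with the XEN replicates, the only ones with counts of their own here, at the depth and 5mC level of the bins of each comparison. From the replicates labelled H3K27ac, 1553 bins would be expected with H3K4me1 higher in differentiated cells, and from those labelled H3K4me1, 1849. In the bins that could be matched, 4427 and 4343 were observed, 2.85 and 2.35 times these numbers. Variation at the level of the XEN replicates is thus excluded as the whole cause of the DMEs with H3K4me1 higher, while a larger variation in the libraries of differentiated cells stays open, since the counts of their repeats were not analysed separately. In ESCs the expected numbers in each direction were 874 and 979, near the observed 1257 and 950, so the DMEs of ESCs and variation between libraries cannot be told apart, because separate counts of the paper's repeats in ESCs were not analysed here. Libraries of ESCs could vary less or more than those of XEN cells. Whether a file of ESCs or differentiated cells pools several repeats, which could change its variation, was not established.

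A share of unenriched genomic DNA in the H3K4me1 library could raise its 5mC, since DNA outside peaks was more methylated. The difference between the marks was expected to shrink where enrichment is strongest. In the tenth of shared bins with the highest H3K4me1 peak score, the median difference in differentiated cells was 3.54 points, against 3.07 over all shared bins and 2.13 in the tenth with the lowest score. The level of 5mC rose with the score too, however, with a median in H3K27ac of 9.43% where the score was lowest and 45.7% where it was highest. Unenriched DNA has the 5mC of its own locus, so bins of low and high score are not comparable and the scores decide nothing. Depth decides nothing either. The DMEs with H3K4me1 higher had medians of 64 H3K4me1 and 42 H3K27ac counts, against 3 and 2 over all bins of these libraries. DMEs need at least 30 counts in both libraries, so a greater depth than that of all bins was fixed in advance. More counts lay in peaks for H3K4me1 (78.1%) than for H3K27ac (67.5%), but its peaks also cover more of the genome (414 against 279 Mb). A larger area takes in more counts without enrichment, so these shares do not show which library is more enriched. Unenriched DNA was not measured within single bins, so it stays open as a cause. A difference between nucleosomes with the 2 marks, as the paper proposes, was not tested separately. No input was analysed. With 1 set of counts per mark, a property of a whole library, such as its antibody or amplification, was not tested and stays open.

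The higher DME rate on chromosome X in differentiated cells, 7.70% (exact interval 6.14 to 9.50%), could come from lower depth, since a male cell has 1 copy. Autosomal bins matched to those of chromosome X on depth and 5mC level in both libraries had a rate of 5.81%, above the 5.22% of all autosomal bins but just below the interval. Depth and level as the whole cause are therefore excluded only narrowly, and with a minimum of 60 counts the interval on chromosome X was 1.57 to 8.97% and held the autosomal rate of 3.06%. In ESCs the rate was not above that of the autosomes with a minimum of 20, 30 or 60 counts. When Fisher's exact test was also required it was above, but with 1 DME in 682 bins. That rate was 0.147% (exact interval 0.00371 to 0.814%), and the interval held the autosomal 0.0632%. The difference between the cell states was not tested. A biological difference of the single X chromosome after differentiation is a hypothesis found in the same data.

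More transcript identifiers were found per ESC than per differentiated cell, and a difference in depth could be the cause. After every cell was thinned to 10000 UMIs, ESCs still had a median of 439.5 more identifiers per cell, so a difference in UMIs per cell is excluded. Each cell state is 1 sample, and differences in cell size, capture or ambient RNA between the samples were not tested.

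In XEN and retinoic acid cells together, 246 bins were both more methylated in the libraries labelled H3K27ac in XEN cells and more methylated in H3K4me1 in retinoic acid cells, where 108 would be expected if the calls were unrelated over the 57228 bins covered in both. For the libraries labelled H3K4me1, 16 bins were shared in the same way. No expected number was computed for these, so an excess in this direction cannot be claimed. Bins of intermediate 5mC pass 20 points more easily in either cell type, and the expected number does not take this into account.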
